# Osteocyte *Egln1*/Phd2 links oxygen sensing and biomineralization via FGF23

**DOI:** 10.1038/s41413-022-00241-w

**Published:** 2023-01-18

**Authors:** Megan L. Noonan, Pu Ni, Emmanuel Solis, Yamil G. Marambio, Rafiou Agoro, Xiaona Chu, Yue Wang, Hongyu Gao, Xiaoling Xuei, Erica L. Clinkenbeard, Guanglong Jiang, Sheng Liu, Steve Stegen, Geert Carmeliet, William R. Thompson, Yunlong Liu, Jun Wan, Kenneth E. White

**Keywords:** Bone, Metabolic bone disease

## Abstract

Osteocytes act within a hypoxic environment to control key steps in bone formation. FGF23, a critical phosphate-regulating hormone, is stimulated by low oxygen/iron in acute and chronic diseases, however the molecular mechanisms directing this process remain unclear. Our goal was to identify the osteocyte factors responsible for FGF23 production driven by changes in oxygen/iron utilization. Hypoxia-inducible factor-prolyl hydroxylase inhibitors (HIF-PHI) which stabilize HIF transcription factors, increased Fgf23 in normal mice, as well as in osteocyte-like cells; in mice with conditional osteocyte *Fgf23* deletion, circulating iFGF23 was suppressed. An inducible MSC cell line (‘MPC2’) underwent FG-4592 treatment and ATACseq/RNAseq, and demonstrated that differentiated osteocytes significantly increased HIF genomic accessibility versus progenitor cells. Integrative genomics also revealed increased prolyl hydroxylase *Egln1* (Phd2) chromatin accessibility and expression, which was positively associated with osteocyte differentiation. In mice with chronic kidney disease (CKD), Phd1-3 enzymes were suppressed, consistent with FGF23 upregulation in this model. Conditional loss of Phd2 from osteocytes in vivo resulted in upregulated Fgf23, in line with our findings that the MPC2 cell line lacking Phd2 (CRISPR Phd2-KO cells) constitutively activated Fgf23 that was abolished by HIF1α blockade. In vitro, Phd2-KO cells lost iron-mediated suppression of Fgf23 and this activity was not compensated for by Phd1 or −3. In sum, osteocytes become adapted to oxygen/iron sensing during differentiation and are directly sensitive to bioavailable iron. Further, Phd2 is a critical mediator of osteocyte FGF23 production, thus our collective studies may provide new therapeutic targets for skeletal diseases involving disturbed oxygen/iron sensing.

## Introduction

Maintenance of normal mineral balance is necessary for proper structure of the skeleton, which also provides the long-term provision of phosphate and calcium as substrates for cellular use. Fibroblast growth factor-23 (FGF23) is a key factor involved in the endocrine axis regulating mineral ion handling. In this regard, FGF23 is secreted from bone cells (osteoblasts and osteocytes) in response to elevated circulating levels of phosphate or 1,25-dihydroxyvitamin D (1,25D). In the kidney, FGF23 regulates serum phosphate by reducing proximal tubule sodium-phosphate transporter content via downstream signaling initiated by binding to FGF receptors (FGFRs) and its co-receptor αKlotho.^1^ These interactions reduce blood 1,25D through downregulation of the 1,25D anabolic 1α-hydroxylase enzyme (Cyp27b1) and upregulation of the catabolic 24-hydroxylase (Cyp24a1).^2^ In addition to factors involved in mineral metabolism, other regulators of FGF23 production have been identified that tie systemic oxygenation to bone, including hypoxia and iron deficiency anemia.^3,4^ Osteocytes, which comprise over 95% of bone cells, reside in a hypoxic environment, with oxygen tensions below 10% (cortical bone pO_2_ of ~30 mmHg).^5,6^ Some studies suggest oxygen concentrations may be even lower as osteocytes are deeply embedded in matrix and have little to no direct connection to blood flow.^7^ The bone marrow may also contribute to the low oxygen tension in osteocytes since they consume much of the oxygen within the tissue.^8^ Importantly, hypoxia mediates the maturation of osteoblast into osteocytes,^9^ as well as directly regulates genes responsible for Wnt-mediated bone formation.^10^ Despite this, there is still conflicting evidence as to the role of hypoxia in osteocytes to control bone remodeling, and less is known as to its potential crossover roles in mineral homeostasis.

Importantly, iron deficiency anemia (IDA) and hypoxia stimulate the body’s primary oxygen adapters, hypoxia-inducible factors (HIFs). The HIF transcription factors are continuously turned over within cells as on-demand oxygen and iron sensors through the actions of the HIF-prolyl hydroxylase (HIF-PHD) family of enzymes. With inhibition or targeted loss of HIF-PHDs, HIFs are not recognized by von-Hippel Lindau (VHL), an E3 ubiquitin ligase that tags proteins for degradation by the proteasome. Under these conditions, HIFs remain intact and modify gene expression required to balance oxygen use, including stimulating primary factors Erythropoietin (EPO) and vascular endothelial growth factor (VEGF).^11,12^ The crossover regulation of the systemic control of phosphate and oxygen/iron homeostasis was derived as a key finding from the studies of a mouse model and patients with late-onset autosomal dominant hypophosphatemic rickets (ADHR).^3,13,14^ ADHR is caused by gain-of-function mutations in the *FGF23* gene that impair protease cleavage and inactivation, leading to increased blood bioactive intact ‘iFGF23’, hypophosphatemia secondary to renal phosphate wasting, causing markedly reduced bone mineralization and rickets/osteomalacia.^15^ These manifestations arise in patients during times of anemia or iron deficiency (i.e., pregnancy, puberty). To test the hypothesis that iron deficiency anemia was driving this phenotype, ADHR mice were fed a low-iron diet to induce iron deficiency anemia.^3^ The ADHR mice receiving the low iron diet increased iFGF23, whereas wild type (WT) mice retained the ability to cleave FGF23 protein into inactive fragments. This study demonstrated the link between iron and oxygen sensing pathways in osteocytes regulating FGF23, and is in line with previous findings of HIF activation of FGF23 transcription.^3,4,16,17^ Consistent with the pre-clinical ADHR mouse findings, patients with ADHR have elevated intact, bioactive FGF23.^18^ These patients can be cured with iron treatment to suppress FGF23,^19^ however, the mechanisms controlling FGF23 during hypoxia/anemia, as well as the direct actions of iron therapy on osteocytes are unknown.

Chronic kidney disease (CKD) is a very common disorder and is characterized by reduced expression of the FGF23 co-receptor αKlotho.^20–23^ This shift leads to increased FGF23 and drives the suppression of 1,25D and secondary hyperparathyroidism in CKD, causing severe bone disease. A critical manifestation arising in CKD is anemia due to lack of EPO production and/or EPO resistance, inflammation, or bleeding.^24^ Delivery of a novel class of oxygen mimetics, hypoxia-inducible factor-prolyl hydroxylase inhibitors (HIF-PHI) stabilize HIFs via PHD inhibition which increase endogenous EPO, or recombinant EPO itself, can cure the anemia of CKD.^25,26^ With resolving the IDA of a CKD mouse model, it was shown that FGF23 levels are reduced, supporting that FGF23 is strongly stimulated by hypoxia/anemia in this disease. Recent studies demonstrate that the cardiac hypertrophy often observed in CKD patients is associated with FGF23 effects via Klotho-independent mechanisms in heart.^27,28^ In the Chronic Renal Insufficiency Cohort (CRIC) trial, it was shown that heart failure and mortality is primarily driven by anemia-dependent FGF23 production.^29^ Collectively, these findings underscore that FGF23 production in osteocytes is highly responsive to hypoxia/anemia, which may lead to disease manifestations. Although these findings suggest common mechanisms between the regulation of mineral metabolism and osteocyte oxygen responses, the key cellular sensing mechanisms controlling bone FGF23 production during anemia remain poorly defined.

Herein, we identified Egl-9 Family Hypoxia Inducible Factor 1 (*Egln1*; PHD2) to be highly elevated in osteocytes in response to changes in oxygen sensing. We found that this enzyme is a critical mediator of FGF23 production using CRISPR-mediated targeting in a novel mesenchymal stem cell line (‘MPC2’ cells) in vitro and conditional deletion of *Egln1* from osteocytes in vivo that resulted in enhanced basal FGF23 production. Further, osteocytes directly controlled HIF-dependent FGF23 production via interactions with holo-transferrin during mimicked iron deficiency. Unbiased RNAseq/ATACseq determined that osteocytes rapidly respond to changes in oxygen/iron utilization through alterations in HIF-sensitive genomic accessibility that drive transcriptional reprogramming of adaptive pathways. Collectively, our results demonstrate that osteocytes are adapted to respond to changes in oxygen and iron via genomic and transcriptional mechanisms, and that osteocyte-expressed Phd2 is a critical sensor for FGF23 responsiveness. These findings provide critical junctures for understanding diseases with parallel disturbed oxygen/iron use and defective FGF23-driven mineral metabolism.

## Results

### Mimicked hypoxia induces FGF23 in bone cells directly in vitro, and in vivo

Osteocytes are central for mediating paracrine/endocrine homeostatic processes that maintain skeletal mass and biomineralization. It is known that these cells exist in a hypoxic milieu, and thus may be differentially sensitive to oxygen levels, however, the mechanisms that bridge oxygen sensing and bone function remain unresolved. During our studies of HIF-PHI treatment in CKD mice,^25,26^ and consistent with work of others,^4^ we discovered that the HIF-PHIs FG-4592 (Roxadustat) and BAY85-3934 (Molidustat) increased FGF23 in wild type (WT) mice. Due to the critical nature of the hypoxic environment of osteocytes in the regulation of FGF23, we used these analogs as biological tools to test the relationships between oxygen sensing and biomineralization through FGF23. To test osteocyte responses, 8-week-old female C57BL/6 WT mice were injected with 50 mg·kg^−1^ of FG-4592 or BAY85-3934 every other day for 5 days for a total of 3 injections, and tissues and blood were collected 4 hours after the final injection. At the time of harvest, plasma bioactive intact FGF23 (‘iFGF23’) was significantly increased in vivo following drug treatment (Fig. 1a). This response was also present as detected in an ELISA that measures both *C*-terminal fragments and full-length FGF23 (‘cFGF23’ or ‘total’ FGF23; Fig. 1b), supporting the association of HIF activation and FGF23 production. Plasma EPO levels were markedly elevated with FG-4592 and BAY85-3934 treatment compared to vehicle, and BAY85-3934 induced significantly higher levels of EPO compared to FG-4592 at the same dose (Fig. 1c), indicating BAY85-3934 is more potent in this regard. Cortical bone expression of Fgf23 mRNA was also increased following both FG-4592 or BAY85-3934 treatment (Fig. 1d). Thus, these findings support that oxygen sensing pathways influence the production and forms of secreted FGF23.

**Fig. 1:**
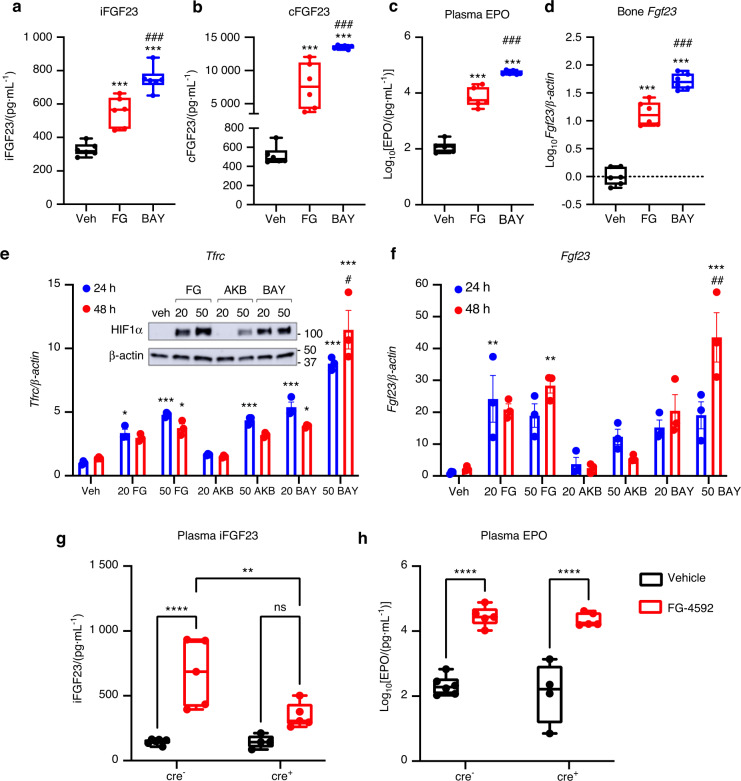
HIF-PHI induce FGF23 in WT mice and murine osteocyte-like cells. Wild type mice (females) were injected with vehicle (PEG300/DMSO) or 50 mg·kg^−1^ of either FG-4592 (‘FG’, Roxadustat; red) or BAY 85-3934 (‘BAY’, Molidustat; blue) every other day for 5 days, for a total of 3 injections. **a** Plasma intact FGF23 and **b** *C*-terminal/total FGF23 concentrations at 4 hours after final injection. **c** Plasma erythropoietin (EPO) concentrations and **d** cortical bone (flushed of marrow) *Fgf23* mRNA expression at the end of the study (*n* = 6 mice per group; ***P < 0.001 versus vehicle, ^###^*P* < 0.001 versus FG treatment). **e** Transferrin receptor (*Tfrc*) and **f** *Fgf23* mRNA expression in 2-week differentiated MPC2 cells treated for 24 h (blue) or 48 h (red) with 20 μmol·L^−1^ or 50 μmol·L^−1^ of the HIF-PHI FG-4592 (‘FG’; Roxadustat), AKB-6548 (‘AKB’; Vadadustat), or BAY 85-3934 (‘BAY’; Molidustat) (*P < 0.05, **P < 0.01, ***P < 0.001 versus vehicle; ^#^*P* < 0.05, ^##^*P* < 0.01 24 h versus 48 h). (**e**, inset) HIF1α protein expression in MPC2 cells after 4 h of 20 μmol·L^−1^ or 50 μmol·L^−1^ HIF-PHI treatment. Flox-*Fgf23*/*Dmp1*-cre^+^ and cre^−^ mice were injected with vehicle (black) or 70 mg·kg^−1^ FG-4592 (red) every other day for 5 days, for a total of 3 injections. Plasma concentrations of **g** intact FGF23 and **h** EPO were measured 4 hours after final injection (*n* = 4–6 mice per group; **P < 0.01, ****P < 0.000 1)

To investigate whether oxygen sensing pathways directly regulate FGF23 expression in bone cells, and to bridge mechanistic insight with the in vivo studies above, two cell lines were tested, a novel conditionally-immortalized mesenchymal progenitor cell line, clone 2 (‘MPC2’)^30^ and the human U2OS osteoblastic cell line. The advantage of the MPC2 cell line over primary mesenchymal stem cells (MSCs) is that MPC2s are temperature sensitive cells, proliferating at 33 °C. When cultured at 37 °C and supplemented with osteogenic media, MPC2 cells cease dividing and differentiate into osteocytes. To test for FGF23 responsiveness to mimicked hypoxia, MPC2 and U2OS cells were treated with 2 doses of 3 different clinical HIF-PHIs, FG-4592, BAY85-3934, and AKB-6548 (Vadadustat; ‘AKB’). In 2-week differentiated MPC2 cells, FG-4592 and BAY induced the HIF-responsive gene Transferrin receptor (Tfrc) mRNA expression, whereas AKB only induced expression using the higher dose after 24 hours (Fig. 1e). Both doses of FG-4592 or BAY85-3934 increased HIF1α protein accumulation, whereas AKB stabilized HIF1α only at the higher dose (***inset***, Fig. 1e). Fgf23 mRNA expression was upregulated in response to FG-4592 and BAY85-3934, but was not significantly induced by AKB-6548 (Fig. 1f). In human U2OS cells, *TFRC* (Fig. S1a) and *FGF23* mRNA expression patterns (Fig. S1b) paralleled those of MPC2 cells. Collectively, these studies demonstrated that Fgf23 expression in osteocytes can be mediated by PHD inhibition.

To confirm the osteocyte response in vivo, we next utilized the conditional flox-*Fgf23* mouse model mated to the late osteoblast/osteocyte-specific dentin matrix protein-1 (Dmp1-cre).^31^ The flox-Fgf23/Dmp1-cre^+^ and cre^−^ mice were treated acutely as above with FG-4592. Compared to vehicle controls, treated mice in the cre^−^ group had significant elevations in plasma iFGF23 concentrations (Fig. 1g). The FG-4592-treated cre^+^ mice had an increase in iFGF23 that was ~50% lower than FG-4592-treated cre^−^ mice, and were similar to vehicle-treated cre^+^ mice, suggesting that a majority of the circulating iFGF23 in response to mimicked hypoxia is produced from osteocytes (Fig. 1g). Further, circulating serum EPO concentrations were similarly increased in both cre^−^ and cre^+^ mice treated with FG-4592, with no difference between genotypes (Fig. 1h). Importantly, these doses minimally impacted circulating iFGF23 in cre^+^ mice treated with FG-4592, suggesting that osteocytes were a primary and direct target of HIF-dependent FGF23 production.

### Osteocytes respond to HIF-PHI through genomic and transcriptional reprogramming

To test whether FGF23 was differentially responsive to changes in oxygen sensing during osteocyte maturation, qPCR analysis was used to examine the MPC2 cell line as undifferentiated MSCs or differentiated osteocytes (Ocy; at three weeks). With FG-4592 treatment, both the parent MSCs and differentiated osteocytes showed similar mRNA expressional changes in Transferrin receptor (*Tfrc* (red); Fig. 2a). In contrast, osteocytes increased *Fgf23* mRNA expression in response to FG-4592, whereas MSCs showed no change (blue; Fig. 2a). Next, to examine whether the gene expression changes were associated with HIF-PHI-mediated effects at a genomic level, parallel Assay for Transposase-Accessible Chromatin sequencing (ATACseq) and mRNA sequencing (RNAseq) was performed on undifferentiated MSCs and on 3-week differentiated osteocytes treated with FG-4592 (50 μmol·L^−1^) or vehicle, for 48 hours. 

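For RNAseq, 12 libraries were made, 3 from each of 4 conditions: vehicle-treated MSCs, FG-4592-treated MSCs, vehicle-treated osteocytes and FG-4592-treated osteocytes. The MSCs were undifferentiated cells of the mouse mesenchymal line MPC2, grown at 33 °C, and the osteocytes were cells of the same line kept for 3 weeks at 37 °C in osteogenic media. Temperature and media therefore changed together with differentiation, whereas vehicle and FG-4592 were compared within each cell type. The mRNA libraries were sequenced as paired reads of 100 bases. The authors mapped the reads to the mouse genome mm10 with STAR v2.7.2a and counted uniquely mapped reads on Gencode M22 genes with featureCounts v1.6.2, at a mapping quality of at least 10. A read pair that overlapped several genes was counted for each of them, and no strand was given, so that overlapping and antisense genes share part of their counts. The authors deposited the counts per gene without normalization. Total counts ranged from 52829185 to 60219461 (median 57706691) in vehicle-treated MSCs and from 61072804 to 67885882 (median 64594920) in FG-4592-treated MSCs. In vehicle-treated osteocytes they ranged from 54328728 to 65075044 (median 60725805), and in FG-4592-treated osteocytes from 63472553 to 68108470 (median 64572662). The paper states a depth of 30 to 40 M reads per library, which every total exceeds. Counting a read pair for several genes raises the totals, but whether it accounts for the excess was not tested. The values given here use the deposited counts. The 10 genes with the most counts took between 6.44% and 7.54% of a library. A floor of 3 counts, the limit that a count of 0 allows, corresponded to between 0.0447 and 0.0545 CPM (counts scaled by the normalized library size) in a library, and it covers counting error only. From the counts, the 16484 of 56350 genes with more than 10 counts in at least 3 of the 12 libraries were tested in edgeR, with TMM normalization (factors from 0.9474 to 1.057), as in the paper's methods. The paper's text does not name the test used in edgeR, and the quasi-likelihood test was used here, with a coefficient for each condition and 8 residual degrees of freedom. A gene was called up- or downregulated at an absolute log2 fold change above 1 and a false discovery rate (FDR, Benjamini-Hochberg) under 0.05, the paper's cutoffs. The difference between the responses of osteocytes and MSCs to FG-4592 was tested for each gene in the same fit, as an interaction contrast. Of the genes tested, 12943 were protein-coding and 5845 (35.5%) shared exonic bases with another gene. With 3 libraries against 3, an exact permutation test of a single gene cannot give a two-sided p under 0.1, so the p-values below rest on the spread that edgeR estimates across genes.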

Principle component analysis (PCA) of the ATACseq peaks showed distinct separation of MSCs and osteocytes, with some overlap between MSC treatment groups (Fig. S2a). 

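Principal components were computed from the log2 CPM (prior count 2) of all genes tested. PC1 held 56.2% of the variance and PC2 held 20.7%. On PC1, vehicle-treated MSCs lay between −67.1 and −61.5 and FG-4592-treated MSCs between −92.1 and −82.4, whereas vehicle-treated osteocytes lay between 76 and 82.5 and FG-4592-treated osteocytes between 69.9 and 76.7. PC2 parted the treatments, with vehicle-treated MSCs between −45.1 and −43.1 and vehicle-treated osteocytes between −55.5 and −41.9, against 34.4 to 39.3 in FG-4592-treated MSCs and 52.3 to 57.4 in FG-4592-treated osteocytes. The Euclidean distance between libraries of one condition was 58.5 to 91.3, that between treatments of one cell type 107.9 to 140.1, and that between cell types 155.3 to 209.7. For 12 of the 12 libraries the nearest library was one of the same condition, and this number was the same with RLE factors, with a smaller prior count and with the most variable genes alone.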

RNAseq PCA showed distinct separation between MSCs and osteocytes, with no overlap between treatment groups (Fig. S2b). Both cell types showed rapid responses to mimicked hypoxia as indicated by detection of differentially accessible chromatin (Fig. S2c; Table S1, full list of each comparison in Tables S2–S4) and differentially regulated genes (Fig. S2d: Table S5, full list of each comparison in Table S6–S8). 

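With FG-4592, 679 genes were upregulated and 853 downregulated in MSCs, and 1030 were upregulated and 702 downregulated in osteocytes. In MSCs 485 of the upregulated and 673 of the downregulated genes were protein-coding, and in osteocytes 749 and 604. For 96.7% of the 1532 genes called in MSCs and 98% of the 1732 called in osteocytes, the 3 treated libraries did not overlap the 3 vehicle libraries in CPM, where chance gives 10% and all genes tested gave 50.5% and 51.8%. The genes were called on the same libraries, which favours genes without overlap, so that the shares of called genes are not separate evidence. The exact test in edgeR was run with a dispersion common to all genes, in place of gene-wise ones. It gave the most calls, with 959 up and 1221 down in MSCs and 1444 and 1019 in osteocytes. The effects of the test and of the common dispersion on these numbers were not told apart. Leaving out the genes that share exonic bases, which leaves fewer genes to test, gave the fewest upregulated genes, 490 in MSCs and 680 in osteocytes. Between the cell types, 469 genes were upregulated in both and 256 downregulated in both. The 3 genes Cbfa2t3, Ngfr and Sema7a, named after their values were seen, were upregulated in MSCs and downregulated in osteocytes, and 18 genes changed the opposite way. Among genes with a mean of at least 100 counts in their highest condition and no overlap between libraries, the 3 largest fitted increases in MSCs were of A2m (ENSMUSG00000030111.9), Adm2 and Ak4. A2m and Adm2 were at the counting floor in vehicle-treated MSCs and were at least 45.1-fold and at least 32.1-fold higher with FG-4592, and Ak4 rose by a log2 fold change of 8.94 (standard error 0.47, FDR 1.17e-12, edgeR's quasi-likelihood test). The 3 largest fitted decreases in MSCs were to the floor, of Cytl1 (at least 4-fold lower), Mro (at least 11.3-fold lower) and Olfml1 (at least 2.64-fold lower). The bound for Olfml1 rests on MSC vehicle replicate 3: the 3 vehicle libraries had 2, 1 and 22 counts, so that without it both groups lie at or under the floor and no bound can be given. In osteocytes the largest increases were of 2610528A11Rik (log2 fold change 10.74, or 11.44 without osteocyte vehicle replicate 1), A2m (9.51) and the long noncoding RNA Gm47593, which was at the floor in vehicle and at least 51.5-fold higher with FG-4592. The largest decreases in osteocytes were of Inmt (log2 fold change −4.95), Sftpa1 (−4.73) and Mro (−4.64).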

Candidate genes were next examined for expressional changes in MSCs and osteocytes (Fig. 2b). HIF responsive genes such as Glut1 (*Slc2a1*), Tfrc, and Vegfa showed similar elevations in MSCs and osteocytes with FG-4592 treatment (Fig. 2b), in parallel to the results above. 

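The gene Slc2a1 (ENSMUSG00000028645.11; chromosome 4 of mm10, 119108711 to 119137983) had 22.7 ± 0.728 CPM (SD, n = 3 libraries) in vehicle-treated and 234.1 ± 4.44 in FG-4592-treated MSCs, and 14.8 ± 1.45 and 166.7 ± 2.43 in osteocytes. Of its exonic bases 105 are shared with Gm12868. Its log2 fold change with FG-4592 was 3.36 (standard error 0.0583, FDR 7.59e-16, edgeR's quasi-likelihood test) in MSCs and 3.50 (standard error 0.0597, FDR 5.19e-16) in osteocytes. The difference between these responses, 0.13 (standard error 0.0835), was not detectable by the same test (FDR 0.283). For Tfrc (chromosome 16, 32608920 to 32632794) the log2 fold change was 2.58 (standard error 0.0861, FDR 1.56e-12, edgeR) in MSCs and 0.52 (standard error 0.0842, FDR 9.05e-05) in osteocytes. The osteocyte response of Tfrc was smaller by a log2 difference of −2.06 (standard error 0.12, FDR 9.65e-09 by edgeR's interaction contrast), and across the alternative processing choices this FDR ranged from 2.84e-93 to 3.4e-07. In vehicle, Tfrc was higher in osteocytes than in MSCs (log2 fold change 1.25). Vegfa (chromosome 17, 46016993 to 46032369) had 87.2 ± 9.5 CPM (SD, n = 3) in vehicle-treated and 206.2 ± 2.12 in FG-4592-treated MSCs, and 91.9 ± 2.07 and 599.4 ± 13.5 in osteocytes. Its log2 fold change was 1.24 (standard error 0.0613, FDR 1.63e-10, edgeR) in MSCs and 2.71 (standard error 0.0611, FDR 1.26e-14) in osteocytes, and the difference between the responses was 1.47 (standard error 0.0865, FDR 1.05e-08 by the interaction contrast, ranging from 1.07e-70 to 2.43e-07 across the alternatives). For each of the 3 genes and in each cell type, every FG-4592-treated library was above every vehicle library.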

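In vehicle-treated osteocytes, Fgf23 (ENSMUSG00000000182.9; chromosome 6, 127072902 to 127081408) had 5, 0 and 0 counts in the 3 libraries, and in FG-4592-treated osteocytes 125, 79 and 98 counts, or 1.61 ± 0.316 CPM (SD, n = 3). Its log2 fold change in osteocytes was 5.81 (standard error 1.07, FDR 6.68e-05, edgeR's quasi-likelihood test). The size of this change rests on the single vehicle library with 5 counts: without it the vehicle group was at 0 and the fitted value was 9.63, which depends on the prior count. Dmp1 (chromosome 5, 104202613 to 104214102) fell in osteocytes from 11.2 ± 2.3 CPM to 2.06 ± 0.582, a log2 fold change of −2.44 (standard error 0.331, FDR 2.12e-05, edgeR). Phex (chromosome X, 157162075 to 157415312) fell in osteocytes from 57.6 ± 6.32 CPM to 2.83 ± 0.871, a log2 fold change of −4.35 (standard error 0.198, FDR 7.98e-11, edgeR). For Fgf23, Dmp1 and Phex, the 3 FG-4592-treated and the 3 vehicle-treated osteocyte libraries did not overlap.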

Further, Fgf23 mRNA was upregulated, whereas genes involved in osteocyte mineral metabolism such as *Dmp1* and *Phex* showed significant downregulation. 

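Opg is encoded by Tnfrsf11b (chromosome 15, 54250619 to 54278484) and Rankl by Tnfsf11 (chromosome 14, 78277445 to 78308043). In osteocytes Tnfrsf11b was at 20.9 ± 4.51 CPM (SD, n = 3) with vehicle and 39.3 ± 1.76 with FG-4592, a log2 fold change of 0.91 (standard error 0.149, FDR 0.000107, edgeR's quasi-likelihood test), below the cutoff of 1 for the fold change; without osteocyte vehicle replicate 1 it was 1.08, above the cutoff. Tnfsf11 had 96, 47 and 102 counts in the 3 vehicle-treated osteocyte libraries and 6, 0 and 8 counts with FG-4592. Its log2 fold change was −4.10 (standard error 0.783, FDR 0.000437, edgeR), or −4.75 without osteocyte FG-4592 replicate 3. All 3 FG-4592-treated osteocyte libraries were above the vehicle libraries for Tnfrsf11b and below them for Tnfsf11.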

Genes known to be involved in bone turnover, such as *Opg* and *Rankl* mRNAs were down- and up-regulated, respectively. Importantly, these genes were only altered in response to hypoxia in osteocytes and not in undifferentiated cells (MSCs), suggesting a shift in transcriptional response to hypoxia with osteogenic differentiation.

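In MSCs, Fgf23 had 0, 1 and 8 counts with vehicle and 1, 4 and 5 counts with FG-4592, and a change was not detectable at this depth (log2 fold change 0.07, standard error 1.08, FDR 0.969, edgeR's quasi-likelihood test). The difference between the osteocyte and MSC responses of Fgf23 was 5.74 on the log2 scale (standard error 1.52, FDR 0.00888, edgeR's interaction contrast). Without MSC vehicle replicate 3, the library with 8 counts, this difference was 3.42 and its FDR 0.401, so that 1 library decides the call, and across the alternative processing choices the FDR by edgeR and DESeq2 ranged from 8.25e-06 to 0.0186. With each library left out in turn, the difference for Fgf23 ranged from 3.42 to 9.53. Dmp1 was also lower with FG-4592 in MSCs, at 1.19 ± 0.622 CPM (SD, n = 3) with vehicle and 0.215 ± 0.176 with FG-4592 (log2 fold change −2.44, standard error 0.496, FDR 0.000555, edgeR), and its responses in the 2 cell types were not detectably different (FDR 0.997). Without MSC FG-4592 replicate 2 the log2 fold change of Dmp1 in MSCs was −3.37. Phex fell in MSCs from 0.977 ± 0.116 CPM to 0.344 ± 0.24 (log2 fold change −1.53, standard error 0.373, FDR 0.00269, edgeR), and its fall was larger in osteocytes by a log2 difference of −2.81 (standard error 0.422, FDR 0.000301). Without MSC FG-4592 replicate 1 these values of Phex were −2.24 and −2.11. Tnfrsf11b did not change detectably in MSCs (log2 fold change −0.21, standard error 0.206, FDR 0.477, edgeR), and the difference between its responses was 1.12 (standard error 0.255, FDR 0.00416). This difference of Tnfrsf11b fell under the cutoff of 1 without MSC vehicle replicate 1 (0.92) and without osteocyte vehicle replicate 2 (0.95), so that a single library decides the call. For Tnfsf11, all 6 MSC libraries were at or under the floor of 3 counts, so that no fold change can be given there.

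**Figure D1:**
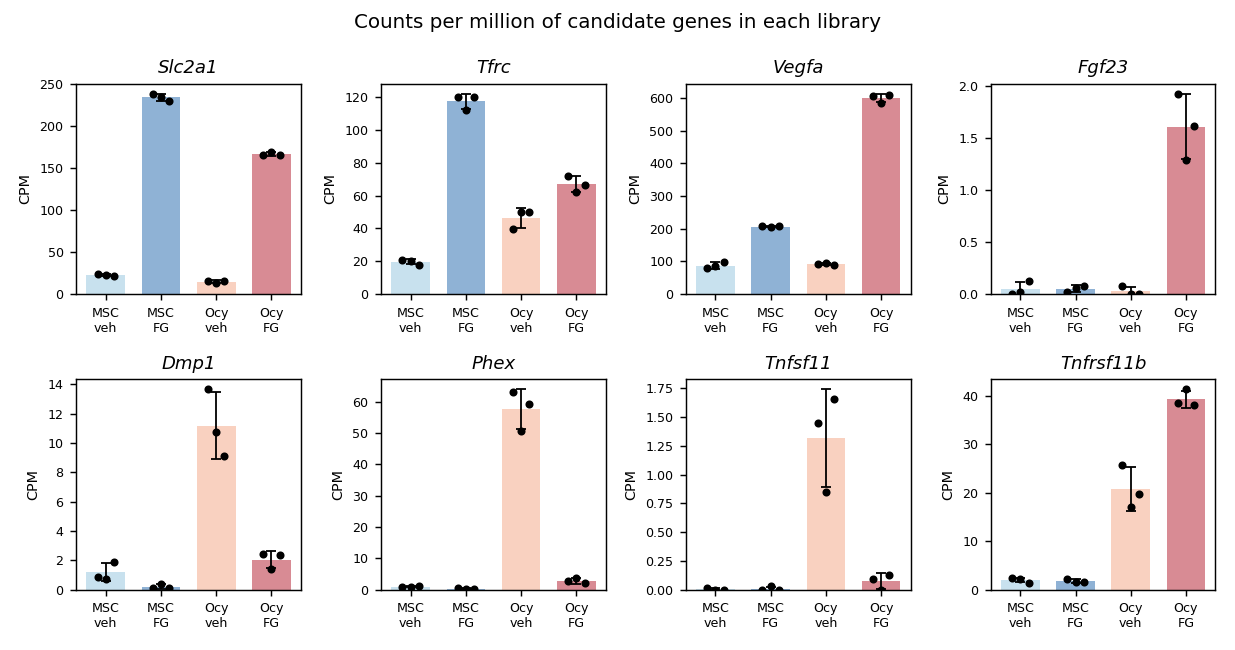
TMM-normalized CPM of 8 genes in vehicle-treated (veh) and FG-4592-treated (FG) MSCs and osteocytes (Ocy), with bars for the mean, error bars for the SD and points for the 3 libraries of each condition. Fgf23 reached 1.61 CPM in FG-4592-treated osteocytes and stayed near the counting floor in the other conditions, and Tfrc had its highest mean, 117.7 CPM, in FG-4592-treated MSCs.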

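Across all genes tested, the difference between the responses was above the cutoffs for 649 genes and below them for 177, and edgeR's likelihood ratio test kept all 826 of these genes, DESeq2 778 of them and the fit without genes that share exonic bases 526. Of the 561 genes upregulated by the cutoffs in osteocytes only, 218 had a response difference past both cutoffs, as did 44 of the 210 upregulated in MSCs only, 74 of the 446 downregulated in osteocytes only and 266 of the 597 downregulated in MSCs only. Over all genes tested, the log2 fold changes in MSCs and osteocytes had a Pearson r of 0.528 and a Spearman rho of 0.457 across genes, which are not independent replicates, and 82.9% of the 2518 genes called in either cell type had the same sign in the other. Among genes past both cutoffs with a mean of at least 100 counts in their highest condition, here without a rule on the overlap of libraries, the largest fitted positive differences were of C2cd4c and Itm2a, which were at the floor in vehicle-treated osteocytes and at least 53.5-fold and at least 85.5-fold higher with FG-4592 (FDR of the difference 9.23e-05 and 8.29e-05, edgeR), and of Megf6 (6.72, FDR 2.56e-07; 6.05 without MSC vehicle replicate 3). The largest negative differences were of Eln (−6.72, FDR 0.00184, edgeR), Slc7a11 (−3.46, FDR 0.00216; −4.16 without osteocyte FG-4592 replicate 1) and Ndrg2 (−3.21, FDR 7.6e-08). Eln shares 267 exonic bases with Gm30003 and had between 0 and 83 counts in FG-4592-treated MSCs, and without MSC FG-4592 replicate 2 its difference was −1.29 (FDR 0.805, edgeR; 1.87e-57 to 0.0134 across the alternatives), so that 1 library decides the call. A stretch of Slc7a11 matches 11 other genes. Of the genes that the paper names, 20 of the 21 tested changed in osteocytes at an FDR under 0.05 and 15 of the 19 that could be tested in MSCs, over all genes tested as well as adjusted over the list alone, and the difference between the responses passed for 10 of 21 in either adjustment. This list was partly chosen by the study on these samples, so that the count adjusted over the list alone is not independent evidence. From the genes of mineral metabolism and bone turnover that it describes as altered in osteocytes and not in MSCs, the paper proposes a shift in the transcriptional response to hypoxia with osteogenic differentiation.

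**Figure D2:**
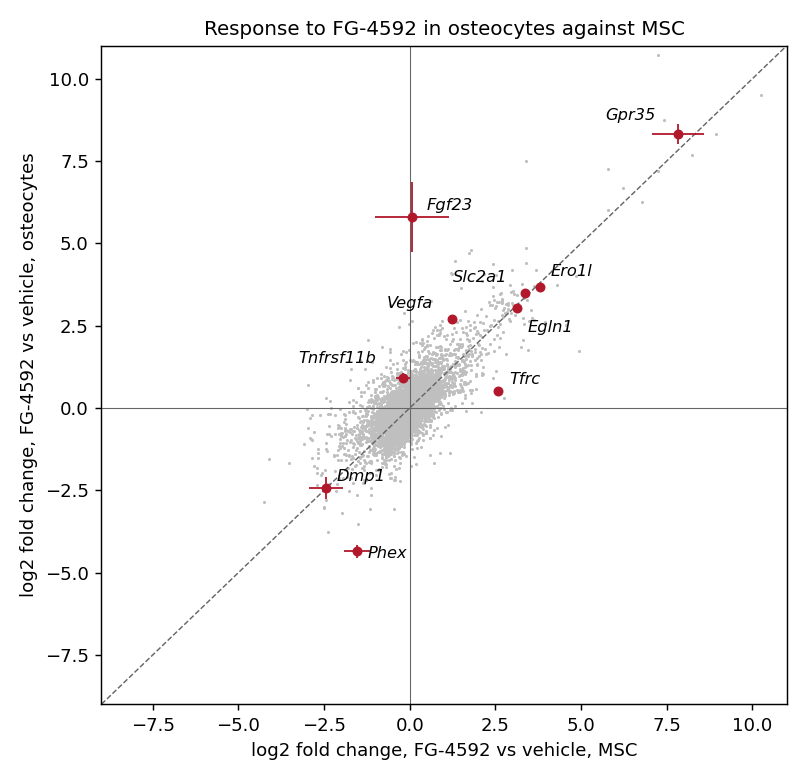
Log2 fold change with FG-4592 in MSCs (x axis) and in osteocytes (y axis) of 10954 genes with at least 2 CPM in a group of each cell type (grey), and of 10 genes named by the paper (red) with their standard errors. Genes on the dashed line responded equally; Vegfa (1.24 in MSCs, 2.71 in osteocytes) lies above it and Tfrc (2.58, 0.52) below.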

**Fig. 2:**
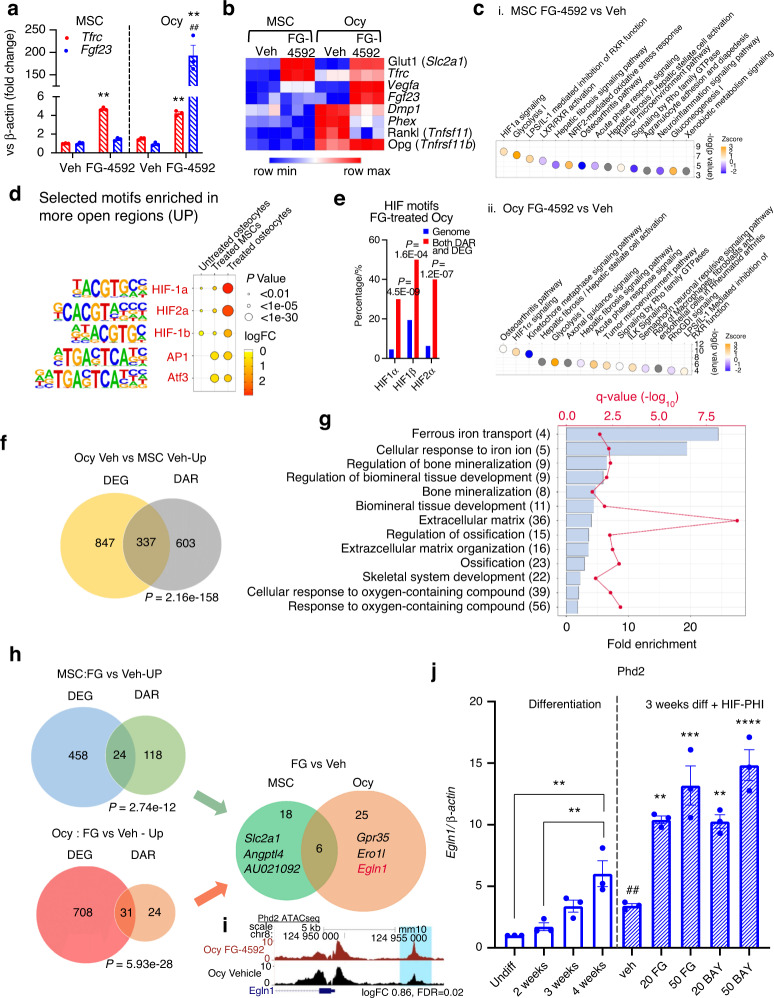
Osteocytes respond to HIF-PHI on the genomic level. **a** Transferrin receptor (*Tfrc*; red) and *Fgf23* (blue) mRNA expression was measured in mesenchymal stem cells (MSC; undifferentiated MPC2 cells) and osteocytes (Ocy; 3-week differentiated MPC2 cells) treated with vehicle or 50 μmol·L^−1^ FG-4592 for 48 hours (**P < 0.01 vs. veh; ^##^*P* < 0.01 vs. MSC, same treatment). **b** RNAseq heat map of specific HIF-responsive genes and selected genes involved in mineralization and bone turnover in untreated and treated MSC and Ocy. **c.i** Top 15 Canonical Pathways identified in RNAseq data by Ingenuity Pathway Analysis in FG-4592-treated MSC compared to vehicle-treated MSC and **c.ii** FG-4592-treated Ocy compared to vehicle-treated Ocy (orange Z-score indicates predicted pathway activation and blue indicates predicted pathway inhibition). **d** Selected motifs, including HIF motifs, enriched in more open regions of the genome in treated Ocy compared to treated MSC or untreated Ocy by ATACseq. **e** Integration of RNAseq and ATACseq showed significant enrichment of HIF motifs in more open regions of the genome associated with gene upregulation compared to the entire genome. **f** Venn diagram of differentially expressed genes (DEG) and differentially accessible regions (DAR) that overlap in Ocy vs. MSC, identifying 337 genes that have more chromatin within −10 kb of the TSS and have upregulated gene expression. **g** Gene Ontology (GO) Biological Processes enriched in Ocy compared to MSC (numbers in parenthesis are gene count). **h** Venn diagrams of differentially expressed genes (DEG) and differentially accessible regions (DAR) in FG-4592-treated MSC vs. vehicle-treated MSC and FG-4592-treated Ocy vs. vehicle-treated Ocy, identifying 24 and 31 genes, respectively, that have more chromatin within −10 kb of the TSS and have upregulated gene expression. Of these genes in each cell type, 6 overlapped, whereas 25 genes were unique to Ocy. Among the top 3 genes in Ocy was *Egln1* (encodes Phd2), a gene involved in oxygen sensing, and was thus examined further. **i** Representative ATACseq peaks of FG-4592-treated osteocytes (top track; crimson) compared to vehicle-treated osteocytes (bottom track; black). Highlighted in blue is the more open peak at −5 700 bp from the TSS of the Phd2 (*Egln1*) gene. **j** Phd2 expression across MPC2 cell osteogenic differentiation (**P < 0.01 vs. undifferentiated cells) and in 3-week differentiated MPC2 cells treated with FG-4592 or BAY85-3934 for 48 h (**P < 0.01, ***P < 0.001, ***P < 0.000 1 vs. veh; ^##^*P* < 0.01 vs. undifferentiated cells)

We next performed Ingenuity Pathway Analysis (IPA) on the RNAseq transcripts from MSCs and osteocytes treated with FG-4592 compared to the vehicle-treated controls. 

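The gene sets of IPA are proprietary, so short gene lists on these and other themes were tested with limma's camera on voom values, two-sided and with a preset correlation of 0.01 between genes. The p-values were adjusted by Benjamini-Hochberg over the 18 pairs of a list and a comparison. In FG-4592-treated MSCs, 33 of the 45 HIF target genes tested were upregulated. The median log2 fold change of this list was 1.90 (adjusted p = 3.51e-38, camera), or 2.03 with the genes at the counting floor set to their bounds, and it was between 1.93 and 2.09 with each library left out in turn. Of the HIF target list, 12 genes are also in another of the lists used here and the paper names 7, and of the glycolysis list 7 are in another list and the paper names 1. The median log2 fold change of the 16 glycolysis genes tested was 2.53 (adjusted p = 2.39e-24, camera), and 13 of them were upregulated. With a correlation estimated from the data in place of the preset one, the adjusted p-values from camera rose to 2.45e-05 for the HIF targets and 0.00138 for glycolysis, the alternative that moved them most. Every list called by camera in this family was also called by limma's fry, and with the estimated correlation the kinetochore and mitosis list in both cell types and the adipocyte list were no longer called.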

The most significant canonical pathway identified by IPA in FG-4592-treated MSCs was the HIF1α Signaling pathway with a positive z-score (predicted pathway activation) (Fig. 2ci, full list in Table S9). The most induced pathway (ranked by *p*-value) identified in FG-4592-treated osteocytes was the Osteoarthritis Pathway, which had a positive z-score, consistent with the cells having a bone-related phenotype (Fig. 2cii, full list in Table S10). 

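In FG-4592-treated osteocytes, 87 genes of a list of osteoarthritis and cartilage genes were tested, of which 14 were upregulated and 9 downregulated. Of the whole list, 15 genes are also in another list and the paper names 3. The list median was a log2 fold change of −0.02 and was not past the threshold (adjusted p = 0.892, limma's camera), whereas limma's fry, which does not compare the listed genes with the other genes, gave an adjusted p of 5.24e-05. Of the listed genes, 26.4% were called in osteocytes against 10.4% of the other genes (one-sided Fisher's exact test, p = 2.23e-05, a test chosen after the data were seen, and genes are not independent replicates). In MSCs 4 of the listed genes, Nos2, Sdc4, Timp3 and Vegfa, were upregulated and 9 downregulated, with a median of −0.12 (adjusted p = 0.803, camera), or −0.11 with bounds for the genes at the floor. The share called in MSCs was 14.9% against 9.26% of the other genes (one-sided Fisher's exact test, p = 0.0581). The difference between the responses had a list median of 0.15, with 11 genes above the cutoffs (adjusted p = 0.274 over the 9 lists, limma's camera; 0.00138, fry), which was tested after the data were seen. A list of ossification and mineral genes, of which 40 were tested, had 5 upregulated genes (Dlx3, Fgf23, Lrp5, Phospho1 and Tmem119) and 8 downregulated genes in FG-4592-treated osteocytes, with a median of 0.08 (adjusted p = 0.982, camera; 0.00283, fry). The genes listed by count here were named after their values were seen.

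**Figure D3:**
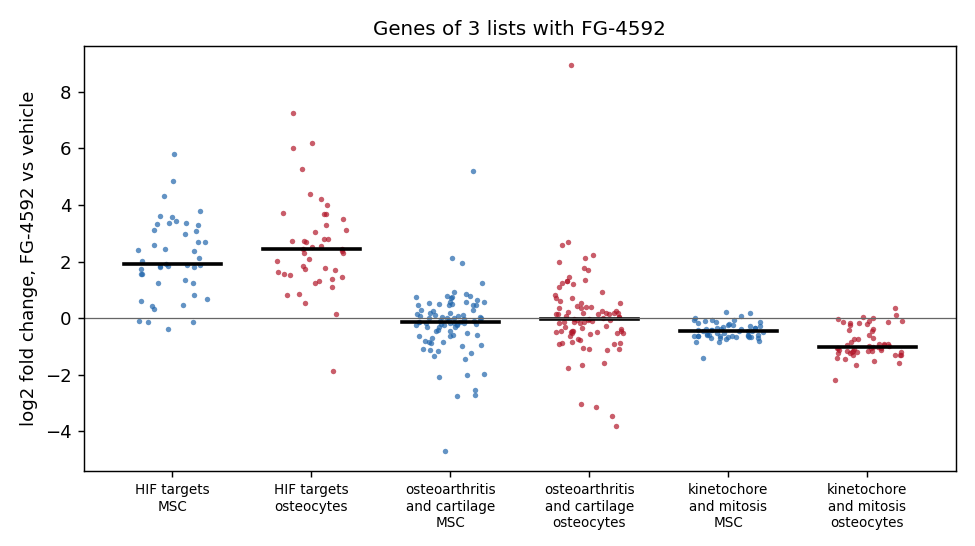
Log2 fold change with FG-4592 of each gene tested (points) in 3 gene lists, in MSCs (blue) and osteocytes (red), with genes at the counting floor at their fitted values and a black line at the list median. The medians in MSCs and osteocytes are 1.90 and 2.43 for the HIF targets, −0.12 and −0.02 for osteoarthritis and cartilage, and −0.47 and −1.01 for kinetochore and mitosis.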

In accord with the ability of osteocytes to respond to changes in oxygen and iron handling, IPA of the RNAseq data showed HIF1α Signaling with a positive z-score (predicted pathway activation) as the second most enriched canonical pathway in FG-4592 treated osteocytes (Fig. 2cii). 

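Of the HIF target list, 39 of the 45 genes tested were upregulated in FG-4592-treated osteocytes and 1, Pfkfb3 (named after its value was seen), was downregulated. The median log2 fold change was 2.43 (adjusted p = 2.98e-36, limma's camera; 2.45e-05 with an estimated correlation) and was between 2.38 and 2.46 with each library left out in turn. The 16 glycolysis genes had a median of 2.51 (adjusted p = 4.58e-18, camera), and 13 of them were upregulated. As a list, the HIF targets did not respond detectably differently in osteocytes and MSCs (median difference 0.17; adjusted p = 0.693 over the 9 lists, camera), although 7 of them were above the cutoffs for the difference and 4 were below. The same held for glycolysis (median difference 0.09, adjusted p = 0.927, camera). The differences of the lists were tested after the data were seen.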

We next visualized the ATACseq accessibility peaks within and near the mouse *Fgf23* gene using the UCSC genome browser (Fig. S3). The presence of a −16 kb enhancer region known to contain HIF-responsive elements (HRE) was confirmed^32^ and several other peaks demarking open chromatin regions at the transcriptional start site and 3′ UTR were identified. Differential analysis did not detect significant changes in chromatin accessibility with differentiation or mimicked hypoxia (Fig. S3) however, suggesting that HIF activation of FGF23 transcription occurs in enhancer and promoter regions that are already accessible to these factors. HOMER transcription factor motif analysis of the ATACseq data identified three HIF motifs (HIF1α/β and HIF2α) modestly enriched in more accessible chromatin in osteocytes (‘untreated osteocytes’) compared to MSCs (Fig. 2d). In contrast, motif analysis of FG-4592 treated osteocytes showed that the known HIF transcription factor (TF) motifs were highly enriched in FG-4592-treated osteocytes compared to treated-MSCs or osteocytes alone. AP1 and Atf3 motifs were enriched in treated MSCs and osteocytes but were not present in untreated osteocytes. These data support that osteocytes demonstrate the ability to rapidly alter genomic accessibility, making these cells highly responsive/sensitive to mimicked hypoxia.

Integrative analysis of the ATACseq and RNAseq data showed that the three HIF motifs were significantly enriched in FG-4592-treated osteocytes in genes corresponding to both increased chromatin accessibility and upregulated gene expression in FG-4592-treated osteocytes compared to the background accessibility across the genome (Fig. 2e). This integrated data of differentially expressed genes (DEG) and differentially accessible regions (DAR) identified 337 upregulated genes associated with more open chromatin within −10 kb of the transcriptional start site (TSS) in osteocytes versus MSCs (Fig. 2f). 

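On the side of gene expression, 1620 genes were upregulated and 1003 downregulated in vehicle-treated osteocytes compared with vehicle-treated MSCs, by edgeR's quasi-likelihood test. In 96.5% of these 2623 genes the libraries of the cell types did not overlap (10% by chance, 56.9% of all genes tested). Here too the genes were called on the same libraries, so that the share is not separate evidence. The number of upregulated genes ranged from 1139 to 1970 across the alternative processing choices. The largest fitted increases were of Lum, Slc36a2 and Adig, which were at the floor in MSCs and at least 4290-fold, 1470-fold and 279-fold higher in osteocytes. The largest fitted decreases were of Avpr1a (at least 69.6-fold lower), Prl2c5 (at least 44-fold lower) and Prl2c3 (at least 101-fold lower), which were at the floor in osteocytes. Prl2c3 and Prl2c5 are near-identical to 3 and 4 other genes, so that their counts are uncertain. Accessibility between the cell types (Table S4) was held only in part, and the overlap in Fig. 2f was not rebuilt here.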

Gene Ontology (GO) analysis of this data set showed enrichment for biological pathways known to mediate osteoblast differentiation and ossification processes, as well as processes related to cellular iron handling, and oxygen sensing/hypoxia (Fig. 2g). 

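The GO analysis rests on the overlap of expression with accessibility, and the gene lists tested here rest on expression alone. Of 40 ossification and mineral genes tested, 15 were upregulated in vehicle-treated osteocytes compared with MSCs and 4 (Msx2, Phospho1, Vdr and Wnt10b) were downregulated. The list median was a log2 fold change of 0.50 (adjusted p = 0.00127, limma's camera; 0.0482 with an estimated correlation). Of 27 iron handling genes tested, 9 were upregulated and 1 (Steap1) was downregulated, with a median of 0.41 (adjusted p = 0.00168, camera; 0.0165 with an estimated correlation). The downregulated genes were named after their values were seen. Of the ossification and mineral list 10 genes are also in another list and the paper names 6, and of the iron handling list 4 and 1. Among the genes of oxygen sensing, Epas1 was higher in osteocytes (log2 fold change 3.24, standard error 0.054, FDR 4.93e-16, edgeR's quasi-likelihood test) and Hif1a, which shares 478 exonic bases with Gm15283 and Snapc1l, was not detectably different (−0.01, standard error 0.0512, FDR 0.892).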

Taken together, these results demonstrate that osteocytes are highly sensitive to changes in pathways that respond to oxygen adaptation, which may, in part, be due to chromatin and gene expression changes that occur during differentiation from MSCs to osteocytes. Twenty-four upregulated genes in treated MSCs and 31 upregulated genes in treated osteocytes were associated with more open chromatin, and thus tested for overlapping and unique genes when comparing these data sets (Fig. 2h). 

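Among the regions that differed in accessibility with FG-4592 in osteocytes, Table S3 lists 453 that were more open, and 75 of these were assigned to a gene. They name 85 genes, and 55 of these were tested for expression here. The osteocyte genes upregulated by edgeR's quasi-likelihood test and listed at a more open region numbered 30, with log2 fold changes from 1.02 to 10.74. The number was 31 with edgeR's likelihood ratio test and 32 without the filter on low counts, and ranged from 21 to 32 across the alternatives, the smallest without the genes that share exonic bases. It ranged from 28 to 30 with each library left out in turn. The background of genes with a region near their TSS was not at hand, so no enrichment was tested. The list of regions in MSCs (Table S2) was held only in part, and the MSC overlap was not rebuilt.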

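Of the 30 upregulated osteocyte genes at a more open region, 13 were also upregulated in FG-4592-treated MSCs by the same cutoffs and 17 were not. For 13 of the 17 genes not called in MSCs, the difference between the responses was past both cutoffs in edgeR's interaction contrast. The same was true of 4 of the 13 genes called in both cell types: 2610528A11Rik, Bsg, Slurp1 and Vegfa, named after their values were seen. At an FDR under 0.05 alone, 20 of the 30 genes responded differently, and the fitted log2 fold change in MSCs was positive for 25. Of the 30 genes, Ffar4 alone, named after its values were seen, was at or under the floor of 3 counts in every MSC library, so that no fold change can be given for it in MSCs.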

We found that FG-4592 stimulated 25 distinct genes that were unique to osteocytes versus MSCs (Fig. 2h). Among these changes, the most significant loci for increased expression and accessibility unique to FG-4592-treated osteocytes included *Gpr35* (a G protein-coupled receptor known to be associated with HIF1^33^ and shown to regulate osteogenesis via the Wnt pathway^34^), *Ero1l* (an oxidoreductase involved in ER-stress induced apoptosis that is a known HIF-target gene^35^), and *Egln1* (encodes Phd2, a key hydroxylase regulating HIF turnover) (Fig. 2h and Table S11). 

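Gpr35 (ENSMUSG00000026271.15; chromosome 1, 92950865 to 92986391) rose in osteocytes from 0.266 ± 0.239 CPM (SD, n = 3) with vehicle to 89.4 ± 2.21 with FG-4592, a log2 fold change of 8.33 (standard error 0.308, FDR 4.63e-14, edgeR's quasi-likelihood test). Its size rests on low counts with vehicle (36, 7 and 8), and without osteocyte vehicle replicate 1 the log2 fold change of Gpr35 was 9.41. In MSCs it rose from 0.0381 ± 0.0227 CPM to 9.34 ± 0.281, a log2 fold change of 7.82 (standard error 0.762, FDR 1.64e-11, edgeR). The responses of Gpr35 did not differ detectably (0.50, standard error 0.822, FDR 0.762 by the interaction contrast), and this difference was −0.10 without MSC vehicle replicate 3 and 1.56 without osteocyte vehicle replicate 1. A stretch of Gpr35 of 120 bases matches Hmmr. Ero1l (chromosome 14, 45283087 to 45318771) rose from 57.8 ± 6.58 to 743.9 ± 66 CPM in osteocytes, a log2 fold change of 3.68 (standard error 0.0781, FDR 9.07e-15, edgeR), and from 45.2 ± 3.23 to 631.1 ± 19.2 CPM in MSCs, a log2 fold change of 3.80 (standard error 0.0785, FDR 9.23e-15). Short stretches of Ero1l match 21 other genes. The difference between the Ero1l responses was −0.12 (standard error 0.111, FDR 0.488, edgeR). For Egln1 (chromosome 8, 124908587 to 124949324) the log2 fold change was 3.04 (standard error 0.0471, FDR 2.62e-16, edgeR) in osteocytes and 3.12 (standard error 0.0473, FDR 2.18e-16) in MSCs, with a difference of −0.08 (standard error 0.0667, FDR 0.408). The paper's Table S3 places more open regions on chromosome 1 from 92978486 to 92978945 at Gpr35, on chromosome 14 from 45325464 to 45325802 at Ero1l and on chromosome 8 from 124954493 to 124955413 at Egln1. The paper's log2 fold changes of accessibility there are 1.64, 1.12 and 0.855.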

Of note, Phd2 (*Egln1*) and Tfrc1 (Fig. S2e), as well as Glut1 and Vegfa mRNAs (from Fig. 2b) were increased in MSCs and osteocytes as determined by RNAseq, but Fgf23 was only elevated in osteocytes (Fig. 2b), confirming our in vitro studies above (see Fig. 2a). Additionally, a region 5 700 bp upstream of the *Egln1* TSS demonstrated increased accessibility in osteocytes in response to FG-4592 (Fig. 2i). 

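Egln1 was at 57.2 ± 0.422 CPM (SD, n = 3) in vehicle-treated and 497.3 ± 11.5 in FG-4592-treated MSCs, and at 75.7 ± 3.11 and 620.8 ± 27.5 in osteocytes. In vehicle it was 1.32-fold higher in osteocytes than in MSCs (log2 fold change 0.40, standard error 0.0478, FDR 2.9e-06, edgeR's quasi-likelihood test), with no overlap between the libraries. Tfrc was at 19.7 ± 1.44 CPM and 117.7 ± 4.62 in vehicle- and FG-4592-treated MSCs, and at 46.6 ± 6.07 and 66.9 ± 4.89 in osteocytes. Mean Fgf23 expression with FG-4592 was 0.0515 CPM in MSCs, close to the counting floor, where the osteocyte libraries ranged from 79 to 125 counts.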

Due to the facts that FGF23 is stimulated by hypoxia/anemia and that Phd2 is known to be upstream of HIF activity, this gene was further explored. Indeed, as MSCs temporally differentiate into osteocytes, Phd2 mRNA expression increased 7-fold (Fig. 2j; ‘Differentiation’). Ex vivo, osteocyte-enriched bone fragments from wild type mice were shown to have greater mRNA expression of Phd2 compared to Phd1 or Phd3 (Fig. S4a). Additionally, Phd2 mRNA expression was increased in osteocytes in response to the HIF-PHI FG-4592 and BAY 85-3934 (Fig. 2j; ‘3 weeks diff + HIF-PHI’), making Phd2 a candidate upstream regulator of FGF23 in response to changes in oxygen/iron utilization.

### The role of osteocyte Phd2 in vivo

CKD causes a progressive disruption of bone mineral metabolism and we hypothesized that it may also lead to disordered oxygen sensing in bone. To test the role of Phds in CKD bone, wild-type male mice were placed on an adenine diet for 2, 4, or 6 weeks, or 8 weeks on a casein control diet. Plasma intact FGF23 concentrations were markedly elevated in adenine diet-fed mice compared to the casein diet control mice (Fig. S4b). Fgf23, Egln1 (Phd2), Egln2 (Phd1), and Egln3 (Phd3) mRNAs were measured in cortical bone (flushed of marrow) from femur and tibia. Fgf23 mRNA was significantly induced over time consistent with our previous results,^31^ whereas bone Egln1/Phd2 was downregulated in CKD mice (Fig. 3a). Compared to casein diet controls, Phd1 (Fig. 3b) and Phd3 mRNA expression (Fig. 3c) in CKD bone was also significantly reduced. These data demonstrate that CKD bone has dysregulation of oxygen-sensing mechanisms that may be contributing to elevated FGF23 levels seen in this disease. To test the role of Phd2 as a mediator bridging oxygen sensing and FGF23 expression in vivo, mice with conditional deletion of Phd2 in osteocytes (flox-Phd2/Dmp1-cre; as previously described^10^) were next tested. These mice are known to have increased osteocyte HIF1α protein due to loss of regulated turnover with deletion of Phd2, as well as high bone mass that is resistant to pathological challenge.^10^ In qPCR analyses, Fgf23 mRNA expression in whole bone (Fig. 3d) and osteocyte-enriched bone fractions (Fig. 3e) was significantly upregulated in the Dmp1-cre^+^ mice versus cre^−^ controls. Serum intact FGF23 concentrations were similar between cre^−^ and cre^+^ mice (Fig. S4c), whereas plasma total (*C*-terminal) FGF23 was found to be modestly elevated in the Dmp1-cre^+^ mice versus cre^−^ mice (Fig. 3f), supporting our hypothesis that Phd2 is upstream of FGF23 and is involved in FGF23 regulation in health and diseased bone in vivo.

**Fig. 3:**
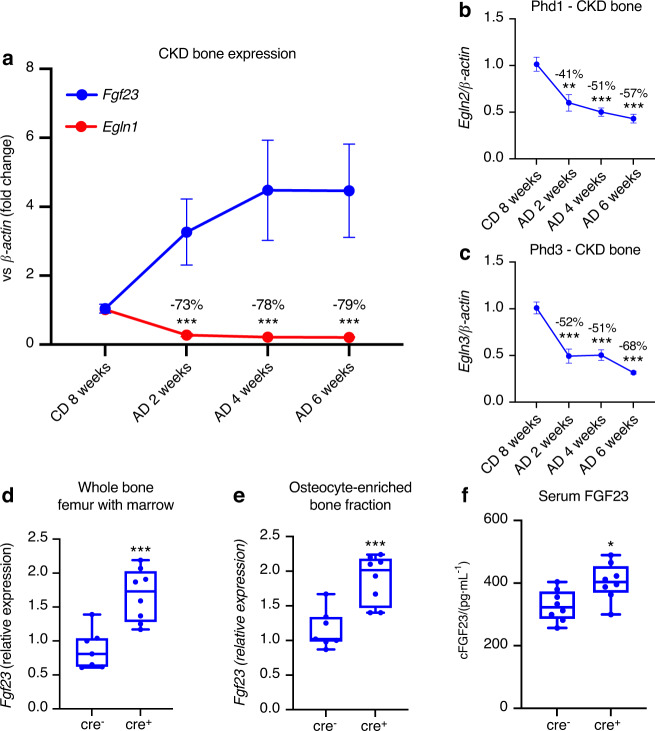
The role of osteocyte Phd2 in vivo. Wild type (WT) male mice were fed an adenine diet (AD) to induce CKD for 2, 4, or 6 weeks. Mice on casein diet for 8 weeks were used as controls. **a** Bone *Fgf23* (blue) and *Egln1*/Phd2 (red) mRNA expression was measured over diet duration. **b** Male Phd1 and **c** Phd3 expression in CKD bone. Numbers above timepoints indicate the % decrease in gene expression compared to the casein diet control (*n* = 3–4 mice/group; **P < 0.01; ***P < 0.001 vs. casein diet control). Fgf23 mRNA expression in **d** whole bone (including marrow), **e** osteocyte-enriched bone fractions, and **f** plasma total (*C*-terminal) FGF23 concentrations in mice with conditional deletion of Phd2 in osteocytes (Phd2-fl/fl/Dmp1-cre^+^) compared to mice without deletion (Phd2-fl/fl/Dmp1-cre^−^) (*n* = 6 mice/genotype; *P < 0.05, ***P < 0.001 vs. cre^−^ mice)

### Testing Phd2 as a bridge for oxygen/iron sensing mechanisms to Fgf23 production

In light of the fact that Fgf23 mRNA expression was induced in vivo, and to rule out confounding compensatory effects from other iron maintenance systems, Phd2 was tested in the control of FGF23 in isolated systems in vitro. In this regard, two CRISPR/Cas9 approaches were used to reduce Egln1 in differentiated osteocytes. The first approach was a Phd2-knockout (KO) CRISPR targeting strategy where *Egln1*-guide RNA plasmids were transfected into undifferentiated MPC-2 cells to create ‘Phd2-KO’ MSCs. Initial screening of undifferentiated single-cell clones showed one clone (A2) had undetectable Egln1/Phd2 mRNA expression (Fig. S5a), which in parallel demonstrated elevated baseline Fgf23 mRNA concentrations (Fig. S5B). Taken together with our above data that FG-4592 does not stimulate Fgf23 mRNA in undifferentiated wild type MSCs, these findings support that Phd2 expression in MSCs likely suppresses Fgf23 transcription. Clone ‘A2’ was then isolated and differentiated into osteocytes using osteogenic media as previously described.^30^ Upon immunoblot, Phd2 protein was detectable in wild type (WT) cells but remained undetectable at 2 and 3 weeks of differentiation in the Phd2-KO cells, confirming CRISPR-mediated deletion (Fig. 4a). Wild type cells had low basal Phd3 protein expression, which modestly increased in Phd2-KO cells at 2 and at 3 weeks (Fig. 4a). Further, with loss of Phd2, basal Phd1 and HIF1α protein expression increased in Phd2-KO osteocytes at 2 and 3 weeks (Fig. 4a), potentially as compensatory responses to loss of Phd2-sensitive control of HIF turnover. The three-week differentiated Phd2-KO cells lost the ability to suppress basal Fgf23 transcription, as shown by a significant elevation of its mRNA with no treatment (Fig. 4b). Further, the 3-week differentiated Phd2-KO cells had markedly elevated secretion of intact (Fig. S5c) and total (*C*-terminal) FGF23 (Fig. S5d) compared to WT cells. Genetic deletion or chemical inhibition of *Egln1/*Phd2 in bone cells was previously associated with accelerated accumulation of bone mass/mineralization,^10^ and Phd2 knockdown in primary MSCs enhanced mineralization potential.^36^ As additional confirmation of complete ablation of *Egln1* from MPC2 cells, Phd2-KO cells grown in osteogenic media showed increased mineral content versus WT cells as visualized by Alizarin red staining (Fig. 4c).

**Fig. 4:**
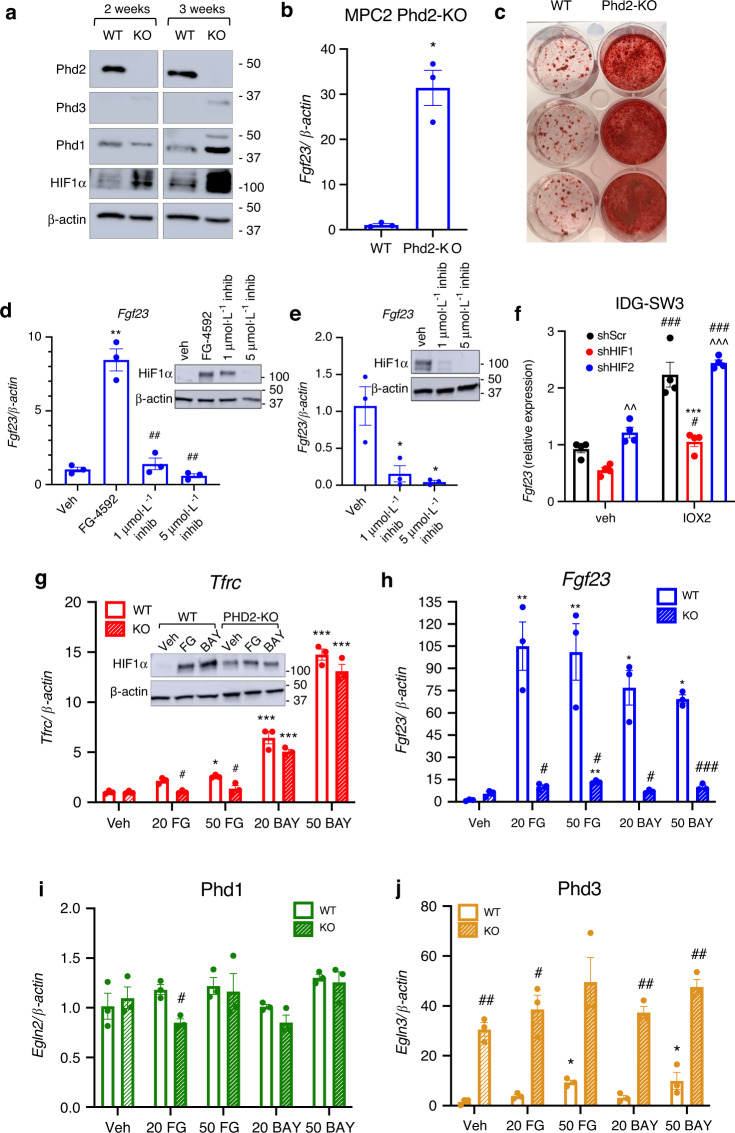
Phd2 bridges oxygen sensing mechanisms with Fgf23 production. A Phd2-KO cell line was generated in undifferentiated MPC2 cells using CRISPR/Cas9 technology and cells were differentiated for 2 or 3 weeks in osteogenic conditions. **a** Immunoblot of the Phd isoforms and HIF1α protein expression in 2- and 3-week differentiated WT and Phd2-KO cells. **b** *Fgf23* expression in 3-week differentiated WT and Phd2-KO MPC2 cells (*P < 0.05 vs. WT cells). **c** Alizarin red stain to visualize mineral deposition in 3-week differentiated WT and Phd2-KO MPC2 cells. **d** *Fgf23* gene expression and (**D**, inset) HIF1α protein expression in 3-week differentiated WT MPC2 cells treated with the HIF-PHI FG-4592 (Roxadustat) alone or with FG-4592 and 1 μmol·L^−1^ or 5 μmol·L^−1^ of the HIF1α inhibitor BAY 87-2243 for 48 h (**P < 0.01 versus vehicle; ^##^*P* < 0.01 versus FG treatment alone). **e** *Fgf23* expression and (inset) HIF1α protein expression in 3-week differentiated Phd2-KO cells treated with vehicle (DMSO) or with 1 μmol·L^−1^ or 5 μmol·L^−1^ of the HIF1α inhibitor BAY 87-2243 for 48 h (*P < 0.05 vs. veh). **f** *Fgf23* expression in IDG-SW3 cells transduced with shRNA against HIF1α or HIF2α in vehicle or IOX2-treated cells (***P < 0.001 vs. Scr control, same treatment, ^###^*P* < 0.001 vs. vehicle, same shRNA, ^^^*P* < 0.001 shHIF1 vs. shHIF2). **g** *Tfrc*, (**g**, inset) HIF1α protein, **h** *Fgf23*, **i** Phd1, and **j** Phd3 gene expression in 3-week differentiated WT (solid bars) and Phd2-KO (dashed bars) MPC2 cells treated for 24 h with 20 μmol·L^−1^ or 50 μmol·L^−1^ of the HIF-PHI FG (FG-4592; Roxadustat) or BAY (BAY85-3934; Molidustat) (*P < 0.05, **P < 0.01, ***P < 0.001 vs. veh, same genotype; ^#^*P* < 0.05, ^###^*P* < 0.001 WT vs. Phd2-KO, same treatment)

To test whether increased Fgf23 expression in response to mimicked hypoxia was mediated through HIF1α, the HIF1α inhibitor BAY87-2243 was used on FG-4592-treated differentiated MPC2 osteocyte cells. FG-4592 treatment increased HIF1α protein and Fgf23 mRNA expression versus vehicle controls, and the cells treated additionally with increasing doses of BAY87-2243 had reduced HIF1α protein (*inset*, Fig. 4d) which was associated with dose-dependent and almost complete suppression of Fgf23 mRNA (Fig. 4d). Further, Phd2-KO cells showed baseline elevations in HIF1α protein in vehicle-treated cells (Fig. 4e, *inset)*. Additionally, direct HIF1α inhibition using BAY87-2243 reduced the accumulation of HIF1α in Phd2-KO cells as determined by immunoblot, which was associated with a dose-dependent suppression of Fgf23 mRNA expression (Fig. 4e and inset). To further support direct regulation of Fgf23 transcription by HIF1α, lentiviral delivery of shRNA against HIF1α or HIF2α was used in IDG-SW3 cells treated with vehicle or the HIF-PHI IOX2. These cells were previously characterized for HIF1α and HIF2α protein knockdown, which was shown to be effective.^10^ With IOX2 treatment, Fgf23 mRNA expression was upregulated (Fig. 4f), and cells with HIF1α knockdown had downregulated Fgf23 expression, whereas HIF2α knockdown had no effect the ability of IOX2 to induce Fgf23 expression, supporting that HIF1α was required for HIF-PHI-induced Fgf23 expression. Further, a CRISPR/Cas9 approach using a sgRNA lentiviral vector targeting Egln1 was transduced in IDG-SW3 cells. *Fgf23* mRNA expression was upregulated in the Phd2-KO viral targeted cells compared to control cells (Fig. S5e). Collectively, these data demonstrate that expression of Phd2 is required to suppress basal Fgf23 expression, and that this mechanism occurs via HIF1α-sensitive pathways.

To next test whether Phd2 was necessary for oxygen/iron mediated elevation of Fgf23, and to isolate the functional effects of Phd2 deletion in vitro, parent WT and Phd2-KO cells were differentiated for 3 weeks, then treated with FG-4592 or BAY85-3934 (20 or 50 μmol·L^−1^) for 24 hours. This analysis showed that Tfrc mRNA expression in FG-4592- and BAY85-3934-treated cells was modestly reduced with loss of Phd2, suggesting that overlapping Phd1 and −3-dependent pathways may be necessary to maintain iron utilization in osteocytes (Fig. 4g). As expected, FG-4592 and BAY85-3934 treatment of WT cells increased HIF1α expression compared to vehicle (*inset*, Fig. 4g). Consistent with results above, HIF1α expression was increased in vehicle-treated Phd2-KO cells, however treatment with FG-4592 or BAY85-3934 did not alter HIF1α accumulation (*inset*, Fig. 4g). In response to HIF-PHI treatment, Fgf23 mRNA expression was significantly attenuated (86%–91%) in all PHD2-KO cell groups compared to WT cells (Fig. 4h), further supporting that Phd2 is a critical mediator of Fgf23 production. Additionally, Phd1 mRNA expression was not significantly altered between WT and KO cells, and despite higher protein levels (Fig. 4a) there were no changes in Phd1 mRNA expression with HIF-PHI treatment (Fig. 4i). Phd3 mRNA expression was significantly increased in Phd2-KO cells (Fig. 4j), however as noted in the immunoblot blot of differentiated cells (Fig. 4a), this isoform is minimally detectable at the protein level in the basal state and its increase was not sufficient to reduce Fgf23. Thus, these studies demonstrate that Phd2 is required for suppression of Fgf23 in MSCs at baseline, and Phd2 deletion leads to HIF activation and increased FGF23 expression that was not compensated by Phd1 and Phd3 in mature osteocytes. Taken together, these studies identified Phd2 as a critical regulator of FGF23 expression within the osteocyte oxygen/iron sensing systems.

### Phd2 is required for iron-mediated suppression of Fgf23

During clinical anemia, FGF23 can be markedly elevated^37,38^ and it has been shown that FGF23 can be suppressed in ADHR patients receiving oral iron, effectively curing the ADHR renal phosphate wasting and metabolic bone disease.^19^ To test the concept that improved iron utilization directly controls circulating Fgf23, and that Phd2 is required for this process, an in vitro model of iron deficiency was employed. We previously demonstrated that acute iron depletion and repletion with holo-transferrin reciprocally regulates differentiated MPC2 osteocyte Fgf23 transcription.^26^ These analyses were expanded to WT and Phd2-KO cells using dose-dependent increases of holo-Transferrin during iron deficient conditions using the iron chelator deferoxamine (DFO). In this regard, cells that were maintained in DFO-containing media for the duration of the experiment (4 days) elicited increases in HIF1α protein (*inset*, Fig. 5a), Transferrin receptor (Tfrc), and Fgf23 mRNA compared to cells that remained in osteogenic media (OM) (Fig. 5a). After an additional 48 hours of iron repletion using dose-dependent increases in biologically available iron in the form of holo-Transferrin (holo-Tf) in DFO-containing media, cells with DFO + Tf had a dose-dependent downregulation of Tfrc and Fgf23 mRNAs (Fig. 5a) and reduced HIF1α protein accumulation (Fig. 5a, *inset*). Interestingly, even an “anemic” (+low Tf) concentration of holo-Tf highly suppressed Fgf23 expression ~87% and physiological levels of holo-Tf (+high Tf) suppressed Fgf23 by 98% and Tfrc expression by ~75% (Fig. 5a). These data demonstrate that osteocyte Fgf23 transcription is dose-dependently responsive to bioavailable iron.

**Fig. 5:**
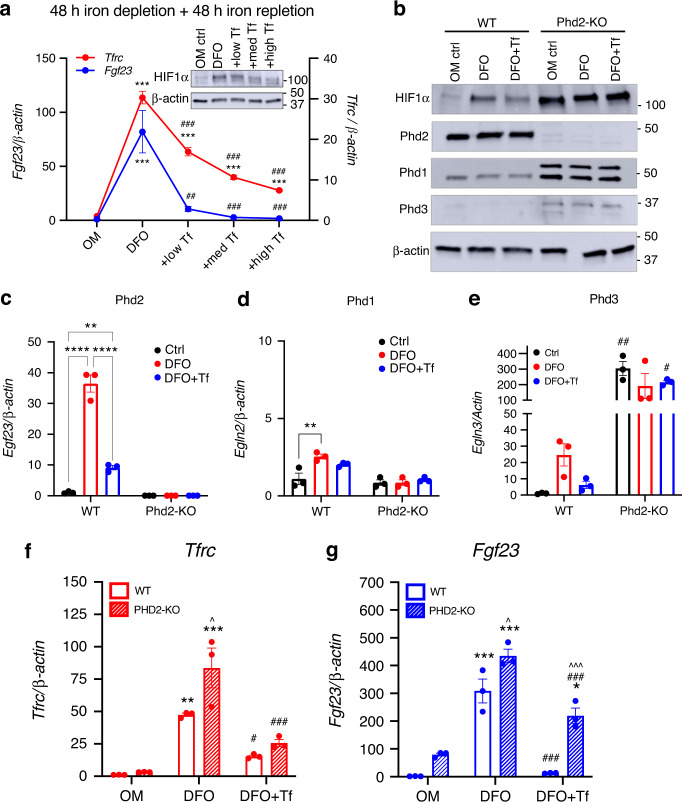
Phd2 is required for iron-mediated suppression of Fgf23. **a** Transferrin receptor (*Tfrc*; red) and *Fgf23* (blue) expression in WT 3-week differentiated MPC2 cells treated for 48 h with DFO, then repleted with iron using increasing doses of Holo-transferrin (Tf) in DFO-containing media for an additional 48 h (***P < 0.001 vs. OM ctrl; ^###^*P* < 0.001 vs. DFO alone). **a** inset HIF1α protein expression in MPC2 cells exposed to iron deficiency then repleted with iron using increasing doses of holo-Transferrin (Tf). **b** HIF1α, Phd2, Phd1, Phd3, and β-actin protein expression in 3-week differentiated WT and Phd2-KO cells exposed to iron deficiency for 48 h then iron repletion with high dose holo-Tf in DFO-containing media for an additional 48 h. **c** Phd2 (*Egln1*), **d** Phd1 (*Egln2*), and **e** Phd3 (*Egln3*) expression in 3-week differentiated WT and Phd2-KO cells exposed to iron deficiency for 48 h then iron repletion with high dose holo-Tf in DFO-containing media for an additional 48 h (**P < 0.01, ****P < 0.000 1; ^#^*P* < 0.05, ^##^*P* < 0.01 vs. genotype, same treatment). **f** *Tfrc* and **g** *Fgf23* expression in 3-week differentiated WT (solid bars) and Phd2-KO (dashed bars) cells exposed to iron deficiency for 48 h then iron repletion with high dose holo-Tf in DFO-containing media for an additional 48 h (**P < 0.01; ***P < 0.001 vs. OM ctrl, same genotype; ^#^*P* < 0.05, ^###^*P*< 0.001 vs. DFO, same genotype; ^*P* < 0.05,^^^*P* < 0.001 Phd2-KO vs. WT, same treatment)

Next, we tested the response to iron deficiency/repletion using the high dose of holo-Tf in WT and Phd2-KO cells. Immunoblot analysis showed cellular HIF1α protein accumulation during DFO-mediated iron deficiency, and a reduction of HIF in WT cells provided holo-Tf repletion (Fig. 5b). However, this effect was lost in Phd2-KO cells, regardless of iron status (Fig. 5b), and protein expression of the Phd1 and Phd3 isoforms was not altered with iron depletion/repletion (Fig. 5b). In response to DFO, of the Phd enzymes, Phd2 mRNA was the most significantly regulated by iron depletion and repletion (Fig. 5c) versus Phd1 and −3 (Fig. 5d, e). Finally, gene expression compensation from Phd1 (Fig. 5d) or Phd3 (Fig. 5e) was not observed in response to iron deficiency/repletion, which is also supported by immunoblot data of the same proteins (see Fig. 5b). Additionally, iron deficiency (DFO-treated cells) caused significant upregulation of Tfrc mRNA (Fig. 5f) and Fgf23 expression (Fig. 5g) in both WT and Phd2-KO cells. Iron repletion (DFO + Tf) reduced Tfrc expression to the same levels in both WT and Phd2-KO cells, however Fgf23 mRNA was only partially suppressed in the Phd2-KO cells compared to WT. These findings support that Phd2 is required for iron-mediated suppression of Fgf23 mRNA production (Fig. 5g). Thus, bioavailable iron directly regulates Fgf23 in osteocytes and the effects of iron repletion are lost when Egln1/Phd2 is deleted, revealing a critical role for this enzyme in bridging systemic changes in oxygen/iron sensing pathways to FGF23 production.

In sum, genomic, in vitro and in vivo findings demonstrate that Phd2 is a critical mediator of FGF23 production. Targeted deletion of this enzyme resulted in elevated Fgf23 in cells, and conditional deletion of Phd2 from osteocytes in vivo resulted in enhanced basal Fgf23 production. Further, unbiased studies showed that osteocytes rapidly respond to changes in oxygen/iron utilization through alterations in HIF-sensitive genomic accessibility that drive transcriptional reprogramming of adaptive pathways. Thus, osteocytes respond to changes in oxygen and iron via genomic and transcriptional mechanisms, and as a portion of this global response, osteocyte-expressed Phd2 is a required sensor to regulate Fgf23 production.

## Discussion

Osteocytes are essential for skeletal maintenance as they provide the necessary paracrine and endocrine factors for key structural and functional properties including bone density (Sost), resorption (RANK/RANKL), and mineralization (FGF23, DMP1, PHEX). Due to their unique localization in the skeleton between marrow and the periosteum, multiple systems for coordinating bone homeostasis are centralized within osteocytes. However, the critical upstream molecular mechanisms that bridge systemic changes in oxygen and iron utilization to FGF23 bioactivity have not been identified, as well as the full response of the osteocyte as a direct target cell for oxygen/iron utilization adaptation. Herein, we demonstrate that Phd2 is a novel link between oxygen sensing and FGF23 production in the osteocyte.

Studies by us and others support the relationships between HIF/oxygen sensing and FGF23, including chromosome immunoprecipitation (ChIP) analysis showing HIF binding to the *Fgf23* promoter and inducing Fgf23 expression,^17^ as well as the presence of Hypoxia Responsive Elements (HREs) in a putative *Fgf23* enhancer region.^32^ In our studies, treatment of wild type mice with HIF-PHI to mimic hypoxia, specifically FG-4592 (Roxadustat) and BAY85-3934 (Molidustat), increased Fgf23 mRNA expression and circulating intact FGF23 in vivo. Although the HIF-PHI do not specifically target a single PHD isoform, some have a greater affinity/preference for one PHD over others.^39^ Previous studies have highlighted this difference, as it was noted that BAY85-3934 is more potent in stabilizing HIF1α using an in vitro HIF1-hydroxylation assay than FG-4592, GSK1278863 (Daprodustat), and AKB-6548 (Vadadustat).^40^ Indeed, we showed the targeted effects of HIF-PHI on osteocytes in vivo using osteocyte conditional deletion of flox-*Fgf23* mice, which had suppressed circulating iFGF23 when treated with FG-4592, indicating that the osteocyte is the primary cell responsible for controlling Fgf23 expression during reduced oxygen and iron. Over longer time courses, EPO has been implicated in stimulating marrow FGF23 production.^41–43^ These findings were also consistent with our prior studies demonstrating that mice with late osteoblast/osteocyte deletion of flox-Fgf23 in the context of CKD also had lower circulating FGF23 concentrations.^31^ These mice also manifested elevated serum phosphate and hyperparathyroidism demonstrating key roles for the osteocyte in FGF23-mediated skeletal disease.

Osteocytes are deeply embedded in bone matrix, causing low oxygen tension in the cellular milieu. Several studies have shown hypoxia preconditioning of MSCs improves proliferation, self-renewal capacity, and osteogenic differentiation potential,^44,45^ demonstrating hypoxia as a key factor for adequate stem cell function. Through unbiased genome-wide RNAseq and ATACseq in combination with FG-4592 treatment, we identified multiple, directly modifiable pathways associated with oxygen and iron sensing in osteocytes. In this regard, HIF1α Signaling and the Osteoarthritis Pathway were highly and rapidly induced, demonstrating that hypoxia is a critical factor for osteocyte function. Further, we demonstrated that as MSCs differentiate into osteocytes, HIF sites become more accessible with mimicked hypoxia, indicating that as the osteoblast lineage matures, osteocytes are poised to adapt to changes in oxygen and iron. This concept is supported by previous studies demonstrating that hypoxia enhances osteogenesis^46,47^ and promotes the transformation of osteoblasts towards osteocytes.^9^ Our genome-wide approach using integrated chromatin accessibility and gene expression identified gene regulatory changes in response to a hypoxia mimetic, including both genomic and transcriptional changes of *Egln1* (Phd2) in osteocytes, that was also associated with parallel increased Fgf23 mRNA. Using CRISPR to target Phd2, our data support that Phd2 may play a role in suppressing Fgf23 in MSCs, as deletion of this enzyme resulted in basally elevated Fgf23 mRNA. However, MSCs had less open chromatin accessibility at HIF sites during mimicked hypoxia compared to osteocytes and did not express Fgf23 during FG-4592 treatment. Therefore, changes in oxygen/iron sensing that occur during MSC to osteocyte maturation are likely critical for systemic control of overall skeletal function

Several studies have further developed an understanding of the role of PHDs in a variety of bone cells, which may be dependent upon bone cell developmental stage. In this regard, a comprehensive analysis of the role of the Phd1-3 isoforms in osteoblast lineage cells using the progenitor cell targeted Osx-cre was performed by Wu, et al., showing that no single deletion of a Phd isoform in osteoblast progenitors had effects on bone mass. However, using in vivo conditional deletion of all three isoforms conjointly, the resulting mice showed increased bone mass,^48^ which was in contrast to results generated in osteoblast lineage flox-*Phd2*/Col1a2-cre deleted mice which showed reduced bone mass.^49^ In this regard, Phd2 may be critical for bone maintenance as genetic knockdown of Phd2 or inhibition of Phds using the HIF-PHI IOX2 was shown to enhance bone formation in periosteum-derived cell implants in vivo.^50^ More recently, Phd2 deletion in osteocytes produced mice with increased bone mass (BMD) and strength at basal levels in vivo which was associated with lower Wnt-inhibitor Sclerostin (Sost) expression and resistance to skeletal unloading and ovariectomy associated with low bone mass phenotypes.^10^ Thus, in combination with the present work, osteocytes may coordinate bone formation with biomineralization through control of FGF23 in parallel with genes that build bone.

We determined that whole bone contained the highest mRNA expression of Phd2, versus Phd1 and −3. Further, osteocytes also have been reported to express the highest Phd2 levels compared to related cell types, such as osteoblasts, reflecting the possibility that this isoform serves as a key mediator of HIF activation within their hypoxic milieu.^10^ To date, the osteocyte mediators responsive to changes in oxygen and iron sensing upstream of HIF control of FGF23 have not been tested. Mice with osteocyte-specific deletion of Phd2 had modestly increased transcription and secretion of *C*-terminal FGF23, however there were no differences in intact FGF23 versus the mice acutely injected with HIF-PHI that had higher FGF23 mRNA and plasma protein. This could potentially be due to long-term compensatory responses for both oxygen/iron handing and phosphate homeostasis that suppress FGF23 over the lifespan as the Phd2 conditional deletion in the mice occurred since birth. Future studies could use an inducible Dmp1-cre to study acute effects and avoid any long-term confounding factors. A recent study of patients with HIF2A gain-of-function mutations^51^ had some parallel phenotypes as our Phd2-KO cells and Phd2 conditional mice that have elevated osteocyte HIF1α (no change in HIF2α expression^10^) and increased *C*-terminal FGF23. These patients had elevated circulating EPO, and we^41^ and others^43^ have shown that that elevated EPO concentrations can stimulate FGF23 in bone and bone marrow, thus the elevated *C*-terminal FGF23 may be via elevated EPO in these patients. Our study is able to distinguish direct effects in bone/osteocytes, where mice with conditional deletion of Phd2/HIF1α accumulation in osteocytes specifically, had elevated *C*-terminal FGF23 with no change in erythropoiesis.^10^ In addition, using HIF shRNA, we determined in vitro in differentiated IDG-SW3 cells that during Phd2 inhibition, targeted shRNA knockdown of HIF1α inhibited FGF23 mRNA production whereas HIF2α shRNA did not affect FGF23 transcription. Although we cannot completely rule out HIF2α activity in the production of FGF23 in the absence of HIF1α, our data point to HIF1α being predominantly involved in osteocytes.

Herein, we showed ablation of Phd2 by CRISPR in MSCs induces basal expression of Fgf23 mRNA in vitro, and that differentiated Phd2-KO osteocytes have increased Fgf23 that is completely suppressed by HIF1α inhibition. This finding supports that osteocytic Egln1/PHD2 deletion may function as the key mediator of Fgf23 expression during anemia, which results in hypoxia and elevated HIF. Our studies did not consider effects of elevated FGF23 on mineralization potential. Future studies could inhibit FGF23 in the presence or absence of elevated HIF1α to test for a direct role for FGF23 in the biomineralization of these cells. Although we showed that CRISPR deletion of Phd2 had marked effects on Fgf23 expressional control in response to mimicked hypoxia and anemia, we did not directly investigate the consequences of Phd1 or Phd3 deletion in vitro. Our data demonstrate that Phd1/3 protein expression are increased following CRISPR deletion of Phd2, but FGF23 is still increased basally, thus if to any extent, these enzymes likely play only minor roles in FGF23 regulation. In addition to changes in FGF23, the Phd2-KO cells also had enhanced mineralization when differentiated into osteocytes, which mimics the increased in vivo bone mass phenotype in the conditional osteocyte-deleted flox-Phd2 mice as previously described.^10^ Although we did not determine whether this is due to increased amount of organic matrix available or if the available matrix is more densely mineralized, our current results recapitulate previous findings in vitro using primary cultures of MSCs,^36^ and show that bone mass and biomineralization may be controlled symmetrically by osteocyte Phd2-mediated events.

The molecular mechanisms guiding Fgf23 production in the osteocyte are complex, with among others, hormonal, mineral ion, steroid hormone, and inflammation influencing transcription and translation. In this regard, we previously demonstrated that anemia in WT mice and a mouse line carrying an ADHR FGF23 stabilizing mutation responded to iron deficiency anemia (IDA) by increasing Fgf23 mRNA.^3^ Anemia is also very common in CKD, where 75% of patients by disease stage 4-5 have anemia and concomitant marked elevations in FGF23. Indeed, we previously demonstrated that correcting anemia in a CKD model using recombinant EPO, FG-4592, and BAY85-3934 reduced FGF23.^25,26^ In clinical studies in ADHR patients, iron therapy suppressed FGF23 expression and improved clinical disease manifestations.^19^ However, whether this was due to direct actions of FGF23 from the osteocyte was unclear. It was recently shown clinically that FGF23 mediated the risks of heart failure and mortality associated with iron deficiency in CKD patients.^29^ Herein, we used an in vitro model of osteocyte iron deficiency with iron repletion via holo-transferrin demonstrated direct actions on the osteocyte to regulate Fgf23 expression, and further, that Phd2 is necessary for iron-mediated suppression of Fgf23. Additionally, a clinical trial using ferric citrate, an iron-containing phosphate binder, to treat IDA in CKD patients showed circulating FGF23 levels were reduced,^52^ highlighting the role of iron provision to suppress FGF23, potentially through direct actions on osteocytes. Therapies involving intravenous iron delivery reduced circulating FGF23 in anemic patients^38,52,53^ but may manifest side effects, including oxidative stress, liver iron overload, and cardiovascular disease.^54^ Thus the present work suggests that directly modulating PHD2 function in osteocytes may reduce FGF23 to prevent severe manifestations of FGF23 over expression, but not to a level causing hyperphosphatemia which is associated with negative patient outcomes.^55,56^

In conclusion, these studies demonstrate that Phd2 is a critical sensor in osteocytes that links the extracellular milieu with FGF23. These findings may be translatable for diseases that involve both oxygen deprivation/anemia and phosphate handling such as CKD by providing novel skeletal targets that influence bone structure and function in disease.

## Materials and Methods

### Animal studies

Animal studies were approved by, and performed, according to the Institutional Animal Care and Use Committee (IACUC) of the Indiana University School of Medicine, and complied with the NIH guidelines for the use of animals in research. C57BL/6 mice were purchased (Jackson Labs) and acclimated prior to study. Dmp1-cre/flox-Fgf23 mice were bred in house.^57^ Osteocyte-specific deletion of PHD2 was obtained by crossing *Phd2*^*fl/fl*^ mice^58^ with Dmp1-cre transgenic mice^59^ (*Dmp1-Cre*^*+*^ *Phd2*^*fl/fl*^). *Dmp1-Cre*^*−*^ *Phd2*^*fl/fl*^ littermates were used as control in all experiments; analysis was performed on 8-week-old male mice unless stated otherwise. *Dmp1-Cre*^*−*^ *Phd2*^*fl/fl*^ mice (100% C57BL/6 background) were bred in conventional conditions, and housing and experimental procedures were approved by the Institutional Animal Care and Research Advisory Committee of the KU Leuven (ethical approval number P214/2013). Mice were euthanized by CO_2_ inhalation/cervical dislocation, and blood was collected by cardiac puncture for serum and plasma (collected in EDTA tubes). Baseline bleeds were taken 2–3 days prior to the first HIF-PHI injection or diet administration, collecting less than 5% of the total blood volume to mitigate potential effects on the parameters tested.^60^

### Rodent diets

Mice were fed normal rodent chow prior to experimental diet administration. The adenine diet model was used to induce renal failure in male wild type mice according to previous protocols.^31^ Significant sex effects have been shown with the provision of adenine-containing diets, with males developing disease phenotypes more rapidly.^61^ At 8 weeks of age, mice were transferred to a diet containing 0.2% adenine (TD.160020; Envigo) and euthanized after 2, 4, or 6 weeks on diet. Male mice on a casein diet (0.9% phosphate and 0.6% calcium, TD.150303 Envigo) for 8 weeks were used as the control. Diets and water were provided ad libitum.

### In vivo HIF-PHI treatment

8-week-old wild type female mice received intraperitoneal (i.p.) injections of either vehicle (5%DMSO/45%PEG300/50%ddH2O) or 50 mg·kg^−1^ of FG-4592 (‘FG’, Roxadustat; SelleckChem) or BAY 85-3934 (‘BAY’, Molidustat; SelleckChem) every other day for 5 days (3 injections total). Female flox-Fgf23/Dmp1-cre^+^ and cre^−^ mice (10-11 weeks old) were injected with 70 mg·kg^−1^ of FG-4592 every other day for 5 days (3 injections total). In all studies, tissues were harvested 4 hours after the final injection.

### Serum biochemical parameters

Plasma/serum FGF23 was assessed using rodent-specific commercial ELISAs for bioactive, intact FGF23 (iFGF23; Quidel, Inc.) or ‘*C*-terminal’/total FGF23 (‘cFGF23’; Quidel, Inc). Plasma EPO was measured using the Mouse Epo Quantikine ELISA (R&D Systems). Serum intact FGF23 in Dmp1-cre/Phd2-fl/fl mice was measured using the Kainos FGF23 ELISA kit (Kainos Laboratories, Inc).

### Isolation of osteocyte-enriched bone fractions

i. Wild type C57BL6 mice: Femurs and tibiae were dissected from 10-week-old mice. Epiphyses were cut off and bone marrow was flushed out of bones. Bones were then minced into several pieces and underwent two collagenase digestions (2 mg·mL^−1^ in αMEM) for 20 minutes followed by one 5 mM EDTA digestion for 20 minutes (all at 37 °C) with three HBSS washes in between each step. Bone chips were placed on collagen coated plates using rat Type I Collagen (Fisher Scientific) in αMEM supplemented with 25 mmol·L^−1^ penicillin-streptomycin (Sigma-Aldrich, St. Louis, MO, USA), 2.5% fetal bovine serum (FBS, Hyclone) and 2.5% bovine calf serum (BCS, Hyclone). Bone chips sat undisturbed for 7 days, then half of the media was changed, and cells were incubated for an additional 48 h before RNA analyses.
ii. Dmp1-cre/flox-Phd2 mice: Tibiae and femurs of 7–9-week-old mice were cleaned to remove muscle and connective tissue. Subsequently, bones were incubated in 2 mg·mL^−1^ collagenase (in αMEM with 2 mmol·L^−1^ glutaMAXTM-1, containing 100 U·mL^−1^ penicillin and 50 μg·mL^−1^ streptomycin; all from Gibco) for 30 min at 37 °C. Epiphyses were cut, bone marrow was flushed and bone was cut into smaller pieces. These fragments were incubated in 1 mg·mL^−1^ collagenase mixture for 40 min at 37 °C and this cell suspension was discarded. The remaining bone chips were washed with PBS and incubated for 40 min at 37 °C with 5 mmol·L^−1^ EDTA in PBS. Cell suspension was again discarded and the bone fragments were finally incubated with 1 mg·mL^−1^ collagenase mixture for 50 min at 37 °C. Cells were collected, passed through a 70 μm nylon mesh and washed twice. This osteocyte-enriched bone fraction was directly lysed for RNA analysis.

### Cell culture

Human U2OS cells (ATCC) were plated at a density of 1.5 × 10^5^ cells per well in 6- or 12-wll plates and incubated overnight before treatment. Murine progenitor cells clone 2 (MPC2),^30^ a conditionally immortalized mesenchymal stem cell line, were acquired from William Thompson (IUSM) and cultured in αMEM (Invitrogen, Thermo-Fisher Scientific) supplemented with 10% fetal bovine serum (FBS; Hyclone), 25 mmol·L^−1^ L-glutamine, and 25 mmol·L^−1^ penicillin-streptomycin (Sigma-Aldrich, St. Louis, MO, USA) at 33 °C and 5% CO2 to proliferate. Cells were plated at a density of 1.0 × 10^5^ cells per well in 6- or 12-well plates and incubated overnight before being transferred to a 37 °C incubator for osteogenic differentiation and cultured in maintenance media supplemented with mineralization conditions of 4 mmol·L^−1^ beta-glycerophosphate and 50 μg·mL^−1^ ascorbic acid. Cells were differentiated for 2 or 3 weeks where indicated with osteogenic media changes every 2-3 days. IDG-SW3 cells, kindly provided by L. Bonewald,^62^ were expanded at permissive conditions (33 °C in nucleoside-supplemented αMEM with 10% FBS, 100 U·mL^−1^ penicillin, 50 μg·mL^−1^ streptomycin and 50 U·mL^−1^ IFN-γ) on rat-tail collagen type I-coated plates (0.15 mg·mL^−1^ collagen in 0.02 mol·L^−1^ acetic acid). IFN-γ was from Thermo Fisher Scientific, rat-tail collagen type I from BD Biosciences and other reagents were from Gibco. For osteogenic differentiation, IDG-SW3 cells were expanded and upon confluency, medium was switched to osteogenic differentiation medium, consisting of growth medium supplemented with 50 μg·mL^−1^ ascorbic acid and 4 mmol·L^−1^ β-glycerophosphate (both Sigma-Aldrich) and cultured at 37 °C.

### In vitro studies

i. *HIF-PHI treatment:* U2OS cells and 2-week differentiated MPC2 cells were treated for 4 h (for HIF1α protein), 24 h or 48 h (for RNA) with vehicle (DMSO), 20 μmol·L^−1^ or 50 μmol·L^−1^ of the HIF-PHIs FG-4592 (Roxadustat; SelleckChem), BAY 85-3934 (Molidustat; SelleckChem), or AKB-6548 (AKB, Vadadustat; MedKoo) as previously reported.^63^ PHD2-KO cells and corresponding WT cells were differentiated for 3 weeks and treated with 20 μmol·L^−1^ or 50 μmol·L^−1^ FG-4592 or BAY85-3934 for 24 h. Cells were then washed with PBS and harvested for RNA and protein analysis.
ii. *HIF inhibitor studies:* 3-week differentiated WT MPC2 cells were pre-treated with 50 μmol·L^−1^ of FG-4592 for 1 h to increase HIF1α, then treated with 1 μmol·L^−1^ or 5 μmol·L^−1^ of the HIF inhibitor BAY 87-2243 (SelleckChem) for 48 h. 3-week differentiated MPC2 PHD2-KO cells were treated with 1 μmol·L^−1^ or 5 μmol·L^−1^ of BAY 87-2243 for 48 h. Cells were then washed with PBS and harvested for RNA and protein analysis.
iii. *Model of iron deficiency:* WT and PHD2-KO MPC2 cells differentiated for 3 weeks were incubated in osteogenic media (OM) alone, or OM containing 50 μmol·L^−1^ deferoxamine (DFO) for 48 hours, after which one set of cells was incubated with DFO media containing increasing levels of biologically available iron holo-Transferrin (0.2, 0.6, 1 mg·mL^−1^ as low, med and high holo-Tf, respectively), making up for total protein amount with apo-Transferrin, 1 mg·mL^−1^ holo-Tf and 0.2 mg·mL^−1^ apo-Tf, respectively,^64^ while another set of cells remained in ‘iron deficient’ DFO-containing media for an additional 48 hours. Cells were then washed with PBS and harvested for RNA or protein analysis.
iv. *CRISPR/Cas9 genome editing in MPC2 cells:* Phd2-KO plasmid was purchased from Santa Cruz (sc-431081) which contained 3 different plasmids combined into 1 vial, each with its own unique gRNA targeting exon 1, 2, or 3 of the murine *Egln1*/Phd2 gene as well as expression of Cas9 and GFP. The guide sequences for Phd2 were as follows: 5′- GTACTTCATGAGGGTTACGC −3′, 5′- CGGCAGTACTGCGAGCTGTG −3′, 5′- ACATAGCCTGTTCCGTTGCC −3′. Using the Fugene protocol and reagent, 8.8 μg of plasmid were transfected into a flask of proliferating MPC2 cells at 33 °C. Forty-eight hours post-transfection, the cells were washed with PBS, trypsinized, resuspended in media, and filtered through a 70 μm cell strainer. GFP-positive cells were single-cell sorted by FACS into 96-well plates (1 cell per well) containing MPC2 maintenance media supplemented with 20% FBS and filtered conditioned media from mostly confluent flasks of MPC2 cells. Single clones were expanded and screened for Phd2 expression by qRT-PCR and protein immunoblotting.
v. *HIF shRNA knockdown in IDG-SW3 cells*: After 7 days of osteogenic induction, when Dmp1 gene expression was upregulated, cells were treated with either DMSO (1/5 000 dilution) or the HIF-PHI IOX2 (10 μmol·L^−1^) to inhibit PHDs. To silence HIF-1α or HIF-2α in IDG-SW3 cells, we transduced these cells with a lentivirus carrying a shRNA against HIF-1α or HIF-2α (shHIF-1α and shHIF-2α, kindly provided by P. Carmeliet; MOI 10) in the presence of 8 μg·mL^−1^ polybrene (Sigma-Aldrich). A lentivirus carrying a nonsense scrambled shRNA sequence (shScr) was used as a negative control (MOI 10). After 24 h, virus-containing medium was changed to normal culture medium and 48 h later, cells and conditioned medium were used for further experiments.
vi. *CRISPR/Cas9 genome editing in IDG-SW3 cells*: To silence Phd2 in IDG-SW3 cells using CRISPR-Cas9, we transduced these cells with a lentivirus carrying a plasmid containing the Cas9 enzyme (lentiCRISPR v2; Addgene) and a sgRNA against Phd2 (5′-GCCTGGGTAACAAGCAACCA-3′). A nonsense scrambled sgRNA (5′-GCTGATCTATCGCGGTCGTC-3′) was used as a negative control. After 24 h, virus-containing medium was changed to normal culture medium and cells were selected with puromycin (0.3 μg·mL^−1^) for 7 days before they were used in subsequent experiments.
vii. *FGF23 protein secretion in Phd2-KO cells*: undifferentiated WT and Phd2-KO cells were seeded at 1×10^5^ cells per well into 6-well plates and grown to 90% confluency. Cells were then differentiated in osteogenic media for 21 days. Media was aspirated and cells were washed with 1X PBS, then osteogenic media was replaced and allowed to incubate 48 hours. Media was collected and centrifuged to remove unattached cells and debris. Media was concentrated in Amicon Ultra Centrifugal Filters (Milipore) and stored at −80 °C. Adherent cells were washed twice with 1X PBS then lysed with 300 µL of 1X Lysis buffer (Cell Signaling Technologies, Inc., Danvers, MA, USA) with 4-(2-aminoethyl) benzenesulfonyl fluoride hydrochloride (AEBSF) protease inhibitor (1 μg·mL^−1^) according to the manufacturer’s directions (Sigma-Aldrich, Inc.). Total cell lysate protein concentrations were determined with the Better Bradford Kit (Thermo-Fisher Scientific) according to the manufacturer’s instructions. Secreted FGF23 protein was assessed using both the rodent-specific ‘intact’ FGF23 (‘iFGF23’) and ‘*C*-terminal’ (or ‘total’) ‘cFGF23’ ELISAs (Quidel Laboratories, Inc.) and normalized to total protein concentration.

### mRNA sequencing (RNAseq)

MPC2 cells were differentiated for 3 weeks in osteogenic media or plated in an undifferentiated state at 33 °C (see cell culture methods above), then treated for 48 hours with 50 μmol·L^−1^ of the HIF stabilizer FG-4592 (SelleckChem) or vehicle (DMSO). Total RNA was extracted (with a DNase step) using the same methods as described in “RNA preparation” section of methods. Total RNA was evaluated for its quantity and quality using Agilent Bioanalyzer 2100. For RNA quality, a RIN number of 7 or higher is desired. The RIN number for all of the samples was 10. 100 ng of total RNA was used. cDNA library preparation includes mRNA purification/enrichment, RNA fragmentation, cDNA synthesis, ligation of index adaptors, and amplification, following the KAPA mRNA Hyper Prep Kit Technical Data Sheet, KR1352–v4.17 (Roche Corporate). Each resulting indexed library was quantified and its quality accessed by Qubit and Agilent Bioanalyzer, and multiple libraries pooled in equal molarity. The pooled libraries were denatured and neutralized before loading to NovaSeq 6000 sequencer at 300 pmol·L^−1^ final concentration for 100b paired-end sequencing (Illumina, Inc.). Approximately 30–40 M reads per library were generated. A Phred quality score (Q score) was used to measure the quality of sequencing. More than 90% of the sequencing reads reached Q30 (99.9% base call accuracy). The sequencing data were first assessed using FastQC (Babraham Bioinformatics, Cambridge, UK) for quality control. The reads were mapped to the mouse genome mm10 using STAR (v2.7.2a).^65^ RNAseq aligner with the following parameter: “--outSAMmapqUnique 60”. Uniquely mapped sequencing reads were assigned to Gencode M22 gene using featureCounts (v1.6.2)^66^ with the following parameters: “–p –Q 10 -O”. The data was filtered using read count >10 in at least 3 of the samples, normalized using TMM (trimmed mean of M values) method and subjected to differential expression analysis using edgeR (v3.20.8).^67^ Differentially expressed genes (DEGs) were identified given the cutoffs, |log_2_FC | > 1 and false discovery rate (FDR) < 0.05. Gene Ontology and KEGG pathway functional analysis was performed on up-regulated and down-regulated DEGs, respectively, using DAVID.^68^ Canonical pathways enriched in DEGs were determined through Ingenuity Pathway Analysis (IPA) (QIAGEN Inc., https://www.qiagenbioinformatics.com/products/ingenuity-pathway-analysis).^69^ *n* = 3 samples per condition.

### Assay for Transposase-Accessible Chromatin sequencing (ATACseq)

Cells used for ATAC sequencing were plated, differentiated, and treated identical to samples for RNAseq (see above). Cells were washed twice in 1X PBS, then dissociated with trypsin (Hyclone) for 5 minutes. Cells were resuspended in ice cold 1X PBS, dead cells were removed and processed for ATAC. Assay for transposase-accessible chromatin with high-throughput sequencing was performed according to the published protocol.^70^ Briefly, cells were collected in cold PBS and cell membranes were disrupted in cold lysis buffer (10 mmol·L^−1^ Tris–HCl, pH 7.4, 10 mmol·L^−1^ NaCl, 3 mmol·L^−1^ MgCl2 and 0.1% IGEPAL CA-630). The nuclei were pelleted and resuspended in Tn5 enzyme and transposase buffer (Illumina Nextera® DNA library preparation kit, FC-121-1030). The Nextera libraries were amplified using the Nextera® PCR master mix and KAPA biosystems HiFi hotstart readymix successively. AMPure XP beads (Beckman Coulter) were used to purify the transposed DNA and the amplified PCR products. All libraries were sequenced on a 100 cycle paired-end run on an Illumina NOVAseq instrument. The resulting ATACseq libraries were sequenced on Illumina NovaSeq 6000 at CMG of Indiana University School of Medicine and paired-end 50 bp reads were generated. Illumina adapter sequences and low-quality base calls were trimmed off the paired-end reads with Trim Galore v0.4.3. Bowtie2^71^ was used for ATACseq reads alignment on the mouse genome (mm10). Duplicated reads were removed using Picard [Broad Institute. (Accessed: 2018/02/21; version 2.17.8). “Picard Tools.” Broad Institute, GitHub repository. http://www.broadinst]. Low mapping quality reads and mitochondrial reads were discarded in further analysis. Peak calling of mapped ATACseq reads were performed by MACS2^72^ with a Bonferroni adjusted cutoff of p-value less than 0.01. Peaks called from multiple samples were merged. Merged peaks overlapping with ENCODE blacklist regions^73,74^ were removed to form a final set of regions. Reads overlapping with these regions in different samples were counted by pyDNase.^75^ The data was filtered using at least 10 cut counts in more than one of the samples, normalized using TMM (trimmed mean of M values) method and subjected to differential analysis using edgeR (v3.24.3).^67,76^ One sample with quality issues was removed from analysis. The differentially accessible regions (DARs) were determined by FDR < 0.05. Enrichment analysis on sequence motifs within DARs was performed using Homer based on FDR < 0.05.^77^ For integration of RNA-seq and ATAC-seq, we connected an open chromatin with one gene if the open chromatin locates within 10 kb upstream of the gene.

### Immunoblotting

Cells were lysed with 300 µL 1X Lysis buffer (Cell Signaling Technologies, Inc., Danvers, MA, USA) with 1 μg·mL^−1^ 4-(2-aminoethyl) benzenesulfonyl fluoride hydrochloride (AEBSF) protease inhibitor (Sigma-Aldrich, Inc.). Total cell lysate protein concentrations were determined with the Better Bradford Kit (Thermo-Fisher Scientific) according to the manufacturer’s instructions. Western blot analysis was performed with 50 µg of MPC2 or 40 µg of U2OS cellular lysates. The blots were incubated with primary antibody to hypoxia-inducible factor 1-alpha (HIF1α) (NB100–449; Novus Biologicals, Littleton, CO, USA) Phd1 (Abcam; ab108980), Phd2 (Novus; NB100-2219), Phd3 (Novus: NB100-303) overnight, then incubated with secondary antibody at 1:2 000 (anti-rabbit–horseradish peroxidase [HRP]; Cell Signaling Technologies). Blots were stripped using SDS-glycine and reprobed with 1:15 000 anti-β-actin-HRP (A3854; Sigma-Aldrich). Detection was performed using the ECL Prime Western Blotting Detection Reagents (Amersham-GE Healthcare, Pittsburgh, PA, USA) and the GE AB1600 digital imager.

### RNA preparation and quantitative RT-PCR (qPCR)

Cortical bone from femur and tibiae (marrow flushed) and digested bone chips were harvested and homogenized in 1 mL of Trizol reagent (Invitrogen/ThermoFisher Scientific) according to the manufacturer’s protocol, then further purified using the RNeasy Kit (Qiagen, Inc). MPC-2 and U2OS cells were lysed in RLY buffer (Bioline, Inc.). Total RNA from lysates was prepared using the Isolate II RNA Mini Kit (Bioline, Inc.). RNA samples were tested with intron-spanning primers/probe specific for mouse or human Fibroblast growth factor-23 (*Fgf23*) and Transferrin receptor (*Tfrc*) and mouse Phd1 (*Egln2*), Phd2 (*Egln1*), Phd3 (*Egln3*) mRNAs; Mouse or human *Gapdh* or *β-actin* was used as an internal control for RT-qPCR (Applied Biosystems/ThermoFisher Scientific). The TaqMan One-Step RT-PCR kit was used to perform the qPCR reactions under cycling conditions: 30 min 48 °C, 10 min 95 °C, followed by 40 cycles of 15 s 95 °C and 1 min 60 °C. The data were collected using a StepOne Plus system (Applied Biosystems/ThermoFisher Scientific). The expression levels of mRNAs were calculated relative to casein diet controls, and data analyzed by the 2-∆∆CT method.^78^ IDG-SW3 cell RNA was collected and purified with the RNeasy Mini Kit (QIAGEN) according to the manufacturer’s instructions. cDNA was synthesized from 1 µg RNA with reverse transcriptase Superscript II RT (Thermo Fisher Scientific). Gene expression was analyzed by Taqman quantitative RT-PCR using custom-made primers and probes: mouse *Fgf23* (forward: 5′-AGCCAGGACCAGCTATCACCTA-3′, reverse: 5′-CTTCGAGTCATGGCTCCTGTTAT-3′). Expression levels were normalized relative to the expression of *Hprt* (forward: 5′-TTATCAGACTGAAGAGCTACTGTAATGATC-3′, reverse: 5′-TTACCAGTGTCAATTATATCT TCAACAATC-3′, probe: 5′-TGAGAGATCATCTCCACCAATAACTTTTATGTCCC-3′). For quantification of gene expression, ΔΔCt method was used.

### Statistical analysis

Data were analyzed by a one-way or two-way ANOVA where appropriate, followed by a Tukey post-hoc test or Student’s *t*-test (two-tailed). Significance for all tests was set at *P* < 0.05. Data are represented as bar or line graphs of the mean ± the standard error of the mean (SEM), or box-and-whisker plots with the middle line representing the median of the data, upper and lower quartiles within the boxes, and the whiskers as the minimum and maximum. Dots represent individual samples.

## Supplementary information

Supplmental Information

Table S9

Table S10

Table S2-S4

Table S6-S8

## Data Availability

Both RNA-seq and ATAC-seq data are deposited in GEO under accession number GSE205792.

# Supplementary material for: Osteocyte Egln1/Phd2 links oxygen sensing and biomineralization via FGF23
**Source:** Bone Res. 2023 Jan 18;11:7. doi: 10.1038/s41413-022-00241-w
**Supplement:** Supplementary file 1 — Supplmental Information

**Supplementary Information for**

Osteocyte *Egln1*/Phd2 links oxygen sensing and biomineralization via FGF23

Megan L. Noonan^1^, Pu Ni^1^, Emmanuel Solis^1^, Yamil G. Marambio^1^, Rafiou Agoro^1^, Xiaona Chu^1^, Yue Wang^1^, Hongyu Gao^1^, Xiaoling Xuei^1^, Erica L. Clinkenbeard^1^, Guanglong Jiang^1^, Sheng Liu^1^, Steve Stegen^6^, Geert Carmeliet^6^, William R. Thompson^2,3^, Yunlong Liu^1,5^, Jun Wan^1^, and Kenneth E. White^1,4^*

Fig. S1. Effects of HIF-PHI on human U2OS cells. (A) Transferrin receptor (*TFRC*) expression and (B) *FGF23* expression in human U2OS cells treated with 20μM or 50μM of the HIF-PHI FG (FG-4592; Roxadustat), AKB (AKB-6548; Vadadustat), or BAY (BAY 85-3934; Molidustat) for 24h (blue) or 48h (red). (*p<0.05, **p<0.01, ***p<0.001 versus vehicle; #p<0.05 24h versus 48h). (A, inset) HIF1α protein expression in U2OS cells after 4h of 20μM or 50μM HIF-PHI treatment.

Fig. S2. Principal component analysis (PCA) of (A) ATACseq and (B) RNAseq samples. (C) Volcano plots of more open regions (red) and more closed regions (blue) genome-wide in FG-4592-treated MSCs and osteocytes compared to vehicle treatment. (D) Volcano plots of upregulated (red) and downregulated (blue) genes in FG-4592-treated MSCs and osteocytes compared to vehicle treatment. (E) Expression values (in logCPM) of *Tfrc* and *Egln1* (Phd2) in RNAseq data from FG-4592 treated and vehicle-treated MSCs and osteocytes.

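Recomputed from the counts with TMM normalization and a prior count of 2, the log2 CPM of Tfrc was 4.30 ± 0.108 (SD, n = 3 libraries) in vehicle-treated and 6.88 ± 0.0573 in FG-4592-treated MSCs, and 5.54 ± 0.196 and 6.06 ± 0.105 in vehicle- and FG-4592-treated osteocytes. That of Egln1 was 5.84 ± 0.0106 and 8.96 ± 0.0333 in MSCs and 6.24 ± 0.0594 and 9.28 ± 0.0642 in osteocytes. Without the cutoff on the fold change that a volcano plot also shows, 2904 genes rose and 3369 fell at an FDR under 0.05 in MSCs with FG-4592 (edgeR's quasi-likelihood test), and 3609 rose and 3619 fell in osteocytes.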

Fig. S3. Representative ATACseq peaks of the mouse *Fgf23* gene and -20 kb upstream of untreated and FG-4592-treated MSCs (top 2 tracks) and untreated and FG-4592-treated osteocytes (bottom 2 tracks). Highlighted regions identify peaks within and near the TSS of Fgf23 and a previously identified -16 kb enhancer region.

Fig. S4. (A) Phd2, Phd1, and Phd3 mRNA expression (1/raw Ct value) in osteocyte-enriched bone fractions of wild-type mice (***p<0.001 vs Phd2). (B) Intact FGF23 concentrations in casein diet- (CD) and adenine diet (AD)-fed mice (*p<0.05 vs CD 8wk). (C) Serum intact FGF23 concentrations in flox-Phd2/Dmp1-cre- and -cre+ mice.

**Fig. S5. (A)** Phd2 (*Egln1*) and **(B)** *Fgf23* mRNA expression in 6 undifferentiated CRISPR PHD2-KO clones compared to WT cells showing clone A2 (green arrow) with undetectable Phd2 expression and basal elevations in *Fgf23* which was used for further study. **(C)** Secreted intact FGF23 and **(D)** secreted total FGF23 in 3-week differentiated Phd2-KO cells compared to WT (p<0.01 vs WT). **(E)** *Fgf23* mRNA expression in CRISPR/Cas9-generated Phd2-KO IDG-SW3 cells (**p<0.01 vs gScr control cells).

Table S1. ATACseq number of DARs. Number of differentially accessible regions (DAR) UP (more open) or DOWN (more closed) by comparison in ATACseq samples (FDR<0.05).

| Comparison | Number of peaks UP | Number of peaks DOWN |
| --- | --- | --- |
| uFG vs uVeh | 1333 | 1312 |
| dFG vs dVeh | 453 | 219 |
| dFG vs uFG | 7224 | 5877 |
| dVeh vs uVeh | 8561 | 5658 |

Table S2. Significant differentially accessible regions (DAR) for FG-4592-treated MSC (undiff_FG) vs vehicle-treated MSC (undiff_veh) (FDR <0.05)

*See supplemental file ‘Table S2-S4 ATACseq DAR.xlsx’*

Table S3. Significant differentially accessible regions (DAR) for FG-4592-treated Ocy (3wk_FG) vs vehicle-treated Ocy (3wk_veh) (FDR <0.05)

*See supplemental file ‘Table S2-S4 ATACseq DAR.xlsx’*

Table S4. Significant differentially accessible regions (DAR) for vehicle-treated Ocy (3wk_veh) vs vehicle-treated MSC (undiff_veh) (FDR <0.05)

*See supplemental file ‘Table S2-S4 ATACseq DAR.xlsx’*

Table S5. RNAseq number of DEGs. Number of differentially expressed genes (DEG) UP or DOWN by comparison in RNAseq samples (logFC>|1|, FDR<0.05).

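Table S5 counts, for each comparison of conditions, the genes past both cutoffs. In the fit used here (edgeR's quasi-likelihood test) the comparison of FG-4592-treated osteocytes with FG-4592-treated MSCs gave 2080 genes up and 930 down, of the 4 comparisons of the table the most genes in total and the most upregulated, whereas osteocytes against MSCs in vehicle gave more downregulated genes (1003). Its groups differ in differentiation, temperature and media, and both received FG-4592.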

| Comparison | Number of genes UP | Number of genes DOWN |
| --- | --- | --- |
| uFG vs uVeh | 780 | 1006 |
| dFG vs dVeh | 1172 | 800 |
| dFG vs uFG | 2248 | 1041 |
| dVeh vs uVeh | 1764 | 1133 |

Table S6. Significant differentially expressed genes (DEG) for FG-4592-treated MSC (uFG) vs vehicle-treated MSC (uVeh) (logFC>1, FDR <0.05)

*See supplemental file ‘Table S6-S8 RNAseq DEG.xlsx’*

Table S7. Significant differentially expressed genes (DEG) for FG-4592-treated Ocy (dFG) vs vehicle-treated Ocy (dVeh) (logFC>1, FDR <0.05)

*See supplemental file ‘Table S6-S8 RNAseq DEG.xlsx’*

Table S8. Significant differentially expressed genes (DEG) for vehicle-treated Ocy (dVeh) vs vehicle-treated MSC (uVeh) (logFC>1, FDR <0.05)

*See supplemental file ‘Table S6-S8 RNAseq DEG.xlsx’*

Table S9. Significant Canonical Pathways (p<0.05) identified by IPA in FG-4592-treated MSC (uFG) vs vehicle-treated MSC (uVeh)

*See supplemental file ‘Table S9 IPA Canonical Pathways uFG vs uVeh.xlsx’*

Table S10. Significant Canonical Pathways (p<0.05) identified by IPA in FG-4592-treated Ocy (dFG) vs vehicle-treated Ocy (dVeh)

*See supplemental file ‘Table S10 IPA Canonical Pathways dFG vs dVeh.xlsx’*

Table S11. Top 3 most significant genes in more open ATACseq (DAR) regions and upregulated in RNAseq (DEG) for FG-treated versus vehicle-treated MSCs and osteocytes (Ocy), and in Ocy vs MSC (vehicle-treated).

How the deposited data were processed for this re-analysis (not part of the article)

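RNAseq was done on 12 libraries of the mouse mesenchymal line MPC2, 3 from each of 4 conditions: undifferentiated MSCs at 33 °C and osteocytes differentiated for 3 weeks at 37 °C, each treated for 48 hours with vehicle or with 50 µmol/L FG-4592. The authors mapped the paired reads of 100 bases to mm10 with STAR 2.7.2a and assigned uniquely mapped reads to Gencode M22 genes with featureCounts 1.6.2, with a mapping quality of at least 10, each pair counted for every gene that it overlaps and no strand option. The authors deposited one count per gene and library, without normalization, and all 12 columns were used. Whole numbers whose totals differ between libraries were checked in the values. Libraries were grouped by the cell type and treatment in their labels, which name no batch.

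Library totals ranged from 52829185 to 68108470 counts. A floor of 3 counts, which a count of 0 allows, lay between 0.0447 and 0.0545 CPM. Such floors cover counting error only, not the variation between cultures.

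From the counts, the 16484 of 56350 genes with more than 10 counts in at least 3 libraries were tested in edgeR 4.0.16 under R 4.3.3, with TMM factors and the quasi-likelihood test, and with Benjamini-Hochberg adjustment over all genes tested. The comparisons were FG-4592 with vehicle in MSCs and in osteocytes, osteocytes with MSCs in vehicle and in FG-4592, and the difference between the responses to FG-4592 (an interaction contrast). A gene was called at an absolute log2 fold change above 1 and an FDR under 0.05. The fit was tested on simulated data drawn from the means and totals of these libraries, with 200 of 15856 genes changed. It recovered 200 of the changed genes in osteocytes with 1 false call, and 200 in the interaction with 2 false calls. In the simulation every gene had the same dispersion, only genes above a minimum mean count were changed, and every change was past the cutoff. The recovery therefore checks the working of the fit, and not its power for genes with low counts or a wide spread.

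The genes named were those that the paper names with the RNAseq data or as reference or oxygen-sensing genes and, for each comparison except that of the FG-4592-treated cells, the 3 genes with the largest rise and the 3 with the largest fall among genes past both cutoffs with a mean of at least 100 counts in their highest condition and, for comparisons of 2 conditions, no overlap between the libraries. Other genes named for their values were chosen after these were seen, and the text says so, and genes that overlap or match another were named for their position or sequence.

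Short lists of HIF target, glycolysis, osteoarthritis and cartilage, ossification and mineral, iron handling, kinetochore and mitosis, cholesterol synthesis, interferon-stimulated and adipocyte genes, and of blood and vessel markers, were written by hand in place of the pathway sets of IPA. The first 9 were tested on voom values in limma 3.58.1 with camera (preset correlation 0.01), and with an estimated correlation and fry as alternatives. The p-values were adjusted over the 18 pairs of a list and a comparison, and those of the 9 response differences over these 9.

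The alternatives were edgeR's likelihood ratio and exact tests, DESeq2 1.42.0, RLE and upper-quartile factors, library size alone, filterByExpr, no filter, only the 6 libraries compared, the replicate number as a term of the model, removal of the genes that share exonic bases, removal of trends on GC content and gene length, thinning to the smallest library, and each library left out in turn. The exact test used a dispersion common to all genes, in place of gene-wise ones. For library distances and for the share of differentiation genes that fall, the genes used, the prior count of 2 and the factors were varied. Exonic overlaps were computed in GenomicRanges 1.54.1 from the exon coordinates in the deposited table. GC content, found for 99.8% of the genes tested, and near-identical stretches of at least 100 bases (blastn 2.17.0) came from the transcripts of Gencode M21, the release at hand. Figures were drawn in Python 3.11.15.

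Regions of differing accessibility were taken from the paper's Table S3 for osteocytes. Table S2 (MSCs), Table S4 and Table S8 were held in part, so that the overlaps of expression with accessibility in MSCs and between the cell types were not rebuilt. ATACseq reads, the qPCR assays and the mouse experiments were not analysed here. Sost and Epo did not pass the filter on low counts and were not tested.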

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

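The comparisons, cutoffs, gene lists and most alternatives were set before the data were examined. The tests of genes silent in a single cell type, of chance deviations of single libraries, of separate adipocyte-like cells, of a lower share of dividing cells, of library scaling for the gene lists and of the response differences of the gene lists were chosen only after the result was seen. Removal of trends on GC content and gene length, thinning and scaling to library size alone were added after seeing the data, and the limits at which a test was read as arguing against an explanation were not all fixed in advance. Temperature and media changed together with differentiation, so that an effect of either on a difference between the cell types stays open in every paragraph, as does differentiation itself. The labels name no batch, so that batches were not tested. The 10 genes with the most counts took between 6.44% and 7.54% of each library, so that no library was taken up by a few genes.

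The response to FG-4592 was higher in osteocytes than in MSCs beyond the cutoffs for 649 genes and lower for 177 (edgeR's interaction contrast), a difference that the paper does not test. When the treatment labels were regrouped within each cell type, 7 of 100 regroupings, the real one included, gave as many genes. Of the 7, 2 had the real or the reversed treatment groups in both cell types and 5 had them in a single cell type, so that the response to the drug itself enters all 7 and these regroupings do not set chance apart from it. The 83 regroupings that broke up the treatment groups in both cell types were not among the 7. After this was seen, the residuals of a model without a difference were regrouped, and 1 of 100 regroupings, the real one, gave as many genes as limma's 880 with the real labels, where the most in any other was 70. This argues against chance deviations of single libraries. With trends on GC content and gene length removed the count was 812, with libraries thinned to the smallest total 811, and 31.7% of the genes called share exonic bases with another gene, against 35.5% of all genes tested. Of the genes called, 2 (Gm266 and Tm4sf5, named after their values were seen) had every MSC library at or under the floor, which does not test genes silent in a single cell type, since the contrast can hardly call such genes. The other values argue against GC content and length, library size and overlapping genes as the whole of the difference.

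Among the genes that the paper names, the osteocyte response differed from that of MSCs by a log2 difference of −2.06 for Tfrc, 1.47 for Vegfa, 5.74 for Fgf23, −2.81 for Phex and 1.12 for Tnfrsf11b. It differed by less than 1 for Angptl4 (0.48), Hif1a (−0.25), Actb (−0.30), Gapdh (0.55) and Hprt (−0.50). Each of the 10 had an FDR under 0.05 in edgeR's interaction contrast. For Fgf23 a single library decides the call: without MSC vehicle replicate 3 the difference was 3.42 and its FDR 0.401 (8.25e-06 to 0.0186 across the alternatives). The Fgf23 difference reached 9.53 at most with a library left out. Without MSC vehicle replicate 2 the FDR for Angptl4 was 0.0592 (2.63e-06 to 0.0239), and without MSC FG-4592 replicate 2 that for Actb was 0.0653 (0.000147 to 0.0257). The difference for Tnfrsf11b was 0.92 without MSC vehicle replicate 1 and 0.95 without osteocyte vehicle replicate 2, under the cutoff of 1. Hif1a shares 478 exonic bases with Gm15283 and Snapc1l, and a stretch of Actb matches Lrrc58, so that the small differences of Hif1a and Actb are uncertain. Beyond these shared and matching stretches, no technical explanation of the response differences was tested gene by gene or is put forward. The tests of scaling and copies given below for Gapdh and Actb concern their changes with FG-4592, not the response differences.

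Of 9 lists, 3 had a response difference past the threshold in limma's camera. The cholesterol synthesis list had a median difference of −0.81, with 21 of 23 genes below 0 and 9 past the cutoffs (adjusted p = 2.3e-18; 0.0441 with an estimated correlation and 3.05e-06 by fry). The kinetochore and mitosis list had −0.43, with 46 of 56 genes below 0 and 2 past the cutoffs, Esco2 and Ska1 (4.24e-07; 0.407 with an estimated correlation and 0.0381 by fry). The iron handling list had −0.16, with 18 of 27 genes below 0 and Tfrc alone past the cutoffs (0.0201; 0.0719 with an estimated correlation and 2.07e-05 by fry). The genes past the cutoffs were named after their values were seen. The medians of the other lists were 0.45 for adipocyte genes (adjusted p = 0.927, camera), 0.09 for interferon-stimulated genes (0.342; fry, 0.0428) and 0.16 for ossification and mineral genes (0.0718; fry, 5.42e-05), and those of the HIF targets, glycolysis and osteoarthritis lists are given beside the text on pathways.

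Kinetochore and mitosis genes, which the paper's text does not discuss, fell with FG-4592. The list median was −0.47 in MSCs, with 52 of 56 genes below 0 and 1 called down (Cenpm, named after its value was seen), and −1.01 in osteocytes, with 53 below 0 and 28 called down (adjusted p = 6.47e-10 and 9.07e-13, camera; 0.186 and 0.131 with an estimated correlation; 0.000547 and 8.14e-05 by fry). All 56 genes were above the floor in every vehicle library. None of these genes is in another list used here. The paper's Fig. 2c and Table S10, which were made from these libraries, list this theme for osteocytes with a negative activation score, so that the fall in osteocytes is not independent evidence. In osteocytes the median was −0.995 with trends on GC content and length removed, which argues against GC content or length. With library size alone it was −1.105, where the median of all genes was −0.0961 and that of the HIF targets 2.335, which argues against the scaling, since a library factor moves every gene alike. Of the 10 splits of the 6 libraries into 3 and 3, 1 (the real one) gave a median as far from 0 in either cell type, the smallest share that 3 against 3 allow. A lower share of dividing cells and lower expression in every dividing cell cannot be told apart, since both may make the genes deviate together from library to library, and the estimated correlation between them was 0.353.

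Cholesterol synthesis genes fell with FG-4592 in osteocytes by a median of −0.85, with 23 of 23 genes below 0 and 6 called down (adjusted p = 2.59e-13, camera; 0.0294 with an estimated correlation; 1.38e-07 by fry), and not detectably in MSCs (median 0.05, adjusted p = 0.639). All 23 genes were above the floor in every vehicle library. Table S10 lists this theme too, and the paper's text does not discuss it. The median in osteocytes was −0.769 with trends on GC content and length removed, which argues against GC content or length as the whole cause, and −0.952 with library size alone, which for the reason given argues against the scaling. In osteocytes 1 of the 10 splits, the real one, gave as large a median, and in MSCs 3 of the 10. Chance stays open at its smallest possible share of 0.1, and no other cause was tested.

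Interferon-stimulated genes, which neither the paper's text nor its pathway tables list as a theme, fell with FG-4592 in both cell types. The list median was −1.14 in MSCs, with 19 of 39 genes called down, and −0.91 in osteocytes, with 17 called down, and 38 genes were below 0 in each (adjusted p = 1.24e-14 and 1.52e-11, camera; 0.00589 and 0.00826 with an estimated correlation; 6.47e-08 and 1.38e-07 by fry). With trends on GC content and length removed the medians were −1.12 and −0.856, which argues against GC content or length, and with library size alone they were −1.224 and −1.004, where the median of all genes was −0.13 and −0.0961 and that of the HIF targets 1.828 and 2.335, which argues against the scaling. For each cell type 1 of the 10 splits, the real one, gave as large a median, so that chance stays open at its smallest possible share. Of the list of 40, 38 genes were above the floor in every MSC vehicle library and 37 in every osteocyte vehicle library. In vehicle the list as a whole did not shift detectably between osteocytes and MSCs (median −0.07, 12 genes up and Dhx58, Ifit1 and Irf7, named after their values were seen, down; adjusted p = 0.892, camera), with 3 of the 10 splits as large. Single genes did differ. Of the listed genes 38.5% were called, against 15.9% of the other genes (one-sided Fisher's exact test, p = 0.000565, across genes that are not independent replicates). The treated cultures differ from the vehicle cultures in the drug alone by design, and whether cultures differed in their handling was not tested.

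Adipocyte genes, which the paper's text does not discuss, although its Tables S9 and S10 list a pathway of white adipose tissue browning with FG-4592, were higher in vehicle-treated osteocytes than in vehicle-treated MSCs, with 24 of 28 genes called up and a median of 5.67, or 5.06 with the genes at the floor set to their bounds (adjusted p = 7.78e-17, camera; 0.0612 with an estimated correlation; 1.38e-07 by fry). The most abundant, named after their values were seen, were Scd1, which rose from 558.7 to 3637 CPM, Lpl from 592.3 to 1840 CPM and Adipoq from 7.77 to 1470 CPM. Of the list of 30, 19 genes were above the floor in every MSC vehicle library and 27 in every osteocyte vehicle library, 2 are in another list, and the paper names none. Among 15 blood and vessel markers 4 could be tested, and 2 of these rose, Lyz2 (log2 fold change 1.30) and Pecam1 (1.77), named after their values were seen. Together the markers reached 19.3 CPM, against 10180 CPM for the adipocyte list. The libraries came from a cell line in culture, where blood or vessel tissue was not expected by design, so that this value adds little. The median was 5.711 with trends on GC content and length removed, and 5.386 or more in every fit without 1 library, which argues against these explanations. Of the 10 splits, 1 gave as large a median. A separate group of adipocyte-like cells and a shared program in all cells cannot be told apart, since both may make the genes deviate together, and the estimated correlation between them was 0.484.

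For the other results, the 10 splits of the 6 libraries can give no share under 0.1. The real split alone (1 of 10) gave as many genes called in each of the 4 comparisons of conditions, as large a median of the HIF targets and of glycolysis in either cell type and of osteoarthritis and cartilage genes in MSCs, and, between the cell types in vehicle, of the iron handling and of the ossification and mineral lists. In osteocytes with FG-4592, 5 of the 10 splits gave as large a median of the osteoarthritis and cartilage list, 2 of the ossification and mineral list and 9 of the adipocyte list.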

How the results depend on the processing

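All alternatives set in advance were run except where they could give no value: the exact test and the fit of the 6 libraries alone cannot test the difference between the responses. Trends on GC content and gene length, thinning and library size alone were chosen after seeing the data. For single genes, 979 values under an alternative kept their direction and their side of the threshold, 2 were weaker, 2 stronger and 6 reversed, and with a library left out 753 kept them, 4 were weaker, 2 stronger and 24 reversed. For counts of genes, gene lists and shares, 238 values under an alternative stayed the same by this measure (counts within 1.5 times), 3 were weaker, 2 stronger and 6 moved, and with a library left out 187 stayed, 5 reversed and 3 moved.

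Leaving out the genes that share exonic bases, so that fewer genes were tested, lowered the counts to 546 genes down in MSCs and 680 up in osteocytes with FG-4592, 1377 up in treated osteocytes against treated MSCs, 634 down in osteocyte vehicle against MSC vehicle and 404 up in the difference between the responses. The most genes upregulated with FG-4592, in MSCs and in osteocytes, came from the exact test with a dispersion common to all genes. Across all alternatives the genes upregulated with FG-4592 ranged from 490 to 959 in MSCs and from 680 to 1444 in osteocytes, and those with a higher response in osteocytes from 404 to 834. With a library left out these numbers were 622 to 673, 940 to 1047 and 537 to 643. Scaled to library size alone, the median of all genes was −0.13 in MSCs and −0.0961 in osteocytes with FG-4592, a shift of less than 0.1 from TMM.

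With an estimated correlation, camera no longer called the kinetochore and mitosis list (medians −0.47 in MSCs and −1.01 in osteocytes) or the adipocyte list in osteocyte vehicle against MSC vehicle (5.67). By fry, the osteoarthritis and cartilage list (−0.0172) and the ossification and mineral list (0.0810) were past the threshold in osteocytes with FG-4592. The correlations estimated for these 2 lists (0.353 and 0.358 for kinetochore and mitosis, 0.484 for adipocyte genes) lie above the preset one, which widens camera's null distribution by construction, and fry, by construction, does not compare the listed genes with others. The share of differentiation genes that fell with FG-4592 in osteocytes rose from 61.23% to 65.06% for genes with at least 100 counts, and was 59.87% to 62.84% with a library left out, where the cause was not tested.

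The signs of small differences changed. The Dmp1 difference between the responses, near 0, was 0.00357 by the likelihood ratio test, 0.000414 with filterByExpr and 0.0155 without a filter, and that of AU021092 was −0.0123 by DESeq2 and with RLE factors and −0.0464 without genes that share exonic bases. With a library left out, the Fgf23 change was −0.43 to 2.37 in MSCs with FG-4592 and −4.64 to 1.46 between the cell types in vehicle, where its counts are near the floor. The ranges were −0.0291 to 0.0539 for Hif1a and −0.0104 to 0.169 for Egln2 between the cell types in vehicle. For the difference between the responses they were −0.0937 to 0.0947 for Egln2, −0.577 to 0.936 for Dmp1, −0.147 to 0.0750 for AU021092 and −0.0962 to 1.56 for Gpr35. The list medians ranged from −0.0561 to 0.0269 for interferon-stimulated genes between the cell types in vehicle, and in osteocytes with FG-4592 from −0.0958 to 0.0382 for adipocyte genes and from −0.00552 to 0.128 for ossification and mineral genes. For these reversals the cause was not tested.

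Among the genes named by the rules set in advance, leaving out 1 library changed these calls, by edgeR. The differences between the responses no longer passed for Fgf23 (FDR 0.401 without MSC vehicle replicate 3; 8.25e-06 to 0.0186 across the alternatives), Eln (−1.29 and FDR 0.805 without MSC FG-4592 replicate 2; 1.87e-57 to 0.0134) and Tnfrsf11b (0.92 without MSC vehicle replicate 1 and 0.95 without osteocyte vehicle replicate 2, under the cutoff of 1). By the FDR alone they no longer passed for Angptl4 (0.0592 without MSC vehicle replicate 2; 2.63e-06 to 0.0239) and Actb (0.0653 without MSC FG-4592 replicate 2; 0.000147 to 0.0257). Tnfrsf11b in osteocytes with FG-4592 came above the cutoff of 1 (1.08) without osteocyte vehicle replicate 1. Between the cell types in vehicle, Vegfa (0.20, FDR 0.00692 without MSC vehicle replicate 3; 0.118 to 0.622) and Egln2 (0.17, FDR 0.0242 without osteocyte vehicle replicate 1; 0.714 to 1) came under an FDR of 0.05. The depth limits Fgf23, Tnfsf11 and Egln3 in MSCs, which lie at or near the floor, so that no fold change in MSCs can be given for Tnfsf11 or Egln3. In osteocyte vehicle Egln3 was low but not at the floor throughout, with 33, 0 and 11 counts.

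Over all conditions no pairing by replicate number was seen. Residuals of libraries with the same number had a median correlation of −0.0639 over 18 pairs and those with different numbers 0.0152 over 36 pairs. Between vehicle and FG-4592, same-number medians were 0.0584 in MSCs and 0.142 in osteocytes. Between the cell types they were −0.0177 with vehicle and −0.0721 with FG-4592. Each of these rests on 3 pairs, too few to exclude a pairing. With the replicate number as a replicate block, 653 genes were up and 791 down in MSCs with FG-4592, 1011 and 667 in osteocytes, and 606 and 166 in the difference between the responses, and the overlap with Table S3 was 30 genes.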

Differences from the paper's values

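None of the counts of genes, overlaps and log2 fold changes that the paper states for its RNAseq and that were recomputed here lay beyond the limit set for a difference (1.5 times for a count, and the larger error for a log2 fold change). The paper's counts of genes with FG-4592 are 780 up and 1006 down in MSCs and 1172 and 800 in osteocytes, where edgeR's quasi-likelihood test gave 679 and 853, and 1030 and 702. Between the cell types the paper's counts are 2248 and 1041 with FG-4592 and 1764 and 1133 with vehicle, where 2080 and 930, and 1620 and 1003 were found. The closest of the alternatives set before the data were examined was edgeR's likelihood ratio test, with 781 and 997, 1160 and 794, 2229 and 1032, and 1744 and 1118. The paper's overlap of upregulated osteocyte genes with more open regions is 31, where 30 were found, and 31 was reached with the likelihood ratio test, the exact test, DESeq2 and only the 6 libraries compared. The overlap found here uses all upregulated genes, whereas the totals in Fig. 2h are smaller than the counts in Table S5 and the paper's text does not say which genes were left out, so that the 30 and the paper's 31 are not known to rest on the same genes. Of 34 log2 fold changes in the paper's supplementary tables, the largest distance was 0.056.

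Some directions and comparisons that the paper states were not found. The paper gives Opg as downregulated and Rankl as upregulated in osteocytes with FG-4592, and Tnfrsf11b (Opg) had a log2 fold change of 0.91 and Tnfsf11 (Rankl) of −4.10, where the heat map in Fig. 2b also shows Tnfrsf11b higher and Tnfsf11 lower in treated osteocytes and the paper's Table S7 lists −4.10. The paper states that genes of mineral metabolism changed in osteocytes and not in MSCs, and Dmp1 and Phex had log2 fold changes of −2.44 and −1.53 in MSCs, where the paper's Table S6 lists −2.44 and −1.52. No alternative changed these signs. The paper states a several-fold rise of Phd2 mRNA as MSCs differentiate (Fig. 2j), and in the RNAseq libraries Egln1 was 1.32-fold higher in osteocytes than in MSCs with vehicle. The paper's qPCR used Gapdh or β-actin as internal control, and the CPM values do not. With vehicle, Gapdh and Actb were lower in osteocytes than in MSCs (log2 fold changes −0.95 and −0.59). Scaling to either gene would add no more than these falls to the Egln1 log2 fold change of 0.40. That stays short of the rise that the paper states, which argues against the internal control as the whole of the gap, for these libraries. The paper's qPCR methods list Phd2 among the mRNAs assayed. Its text does not name the assay of Fig. 2j, so that the Phd2 values are not known to share a scale.

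The paper describes the elevations of Slc2a1, Tfrc and Vegfa as similar in MSCs and osteocytes. The difference between the responses was not detectable for Slc2a1 (0.13) and was −2.06 for Tfrc and 1.47 for Vegfa. The paper lists Gpr35, Ero1l and Egln1 as loci of increased expression and accessibility unique to treated osteocytes. For Egln1 it also reports a rise of the mRNA in both cell types by RNAseq. In expression the log2 fold changes of Gpr35, Ero1l and Egln1 in MSCs were 7.82, 3.80 and 3.12, and the difference between the responses was not detectable for any of the 3. In the same way, Fig. 2h names Slc2a1, Angptl4 and AU021092 for MSCs alone, and their log2 fold changes in osteocytes were 3.50, 3.77 and 3.04. In accessibility, the part of Table S2 at hand lists the region at Gpr35 as more open in MSCs as well, with the paper's value of 0.832.

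The paper ranks the Osteoarthritis Pathway first in treated osteocytes with a positive activation score. The hand-written list used here in place of the IPA set had a median log2 fold change of −0.02 there. The paper's pathways were those enriched in called genes, which a list median does not measure. Of the hand-written list, 26.4% were called in osteocytes, 14 genes up and 9 down, against 10.4% of the other genes. That enrichment (one-sided Fisher's exact test, p = 2.23e-05) was tested after the data were seen, across genes that are not independent replicates. The gene sets are not the same either, so that the values are not on a common scale.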

Other observations

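Scaling to library size alone was added after the data were seen, the search for copies of Gapdh was repeated with all transcripts after a first result was seen, and the numeric limits for reading the tests were not all fixed in advance.

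Gapdh and Actb, which the paper used as internal controls for qPCR, changed with FG-4592. Gapdh rose by a log2 fold change of 2.69 in MSCs (FDR 2.53e-16, edgeR) and 3.24 in osteocytes (FDR 6.3e-17), from 1468 to 9502 and from 758.9 to 7180 CPM. Actb fell by 0.64 (FDR 8.28e-07, edgeR) and 0.94 (FDR 6.54e-09), and Hprt rose by 0.94 (FDR 1.38e-08) and 0.45 (FDR 4.85e-05). In each case the 3 treated libraries did not overlap the 3 vehicle libraries, where chance gives 10%. Scaled to library size alone, Actb in osteocytes had a log2 fold change of −1.04 and Gapdh 3.14, which argues against the scaling as the cause. The 152 genes with a stretch near-identical to Gapdh held 3.76% of its counts, which argues against counts on these genes as the cause of its rise. Only uniquely mapped reads were counted, so that this share does not measure how many reads of Gapdh fell on them. For Actb, a gene with a matching stretch (Lrrc58) held most of the counts, 22.8% of those of Actb, that lie on genes similar to it, so that its smaller change is less certain. A response of Gapdh to the stabilized HIF may be the cause, a hypothesis for which no further test was run.

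Among the prolyl hydroxylases, Egln2 did not change detectably in MSCs (log2 fold change 0.10, FDR 0.325, edgeR) or osteocytes (0.15, FDR 0.113). Egln3 was at or under the floor in all MSC libraries, and rose in osteocytes by a log2 fold change of 6.03 (standard error 0.507, FDR 1.16e-07, edgeR), from 0.225 ± 0.252 to 15.5 ± 1.44 CPM (SD, n = 3). Its 3 vehicle-treated osteocyte libraries had 33, 0 and 11 counts, and without osteocyte vehicle replicate 1 the log2 fold change of Egln3 was 7.33 (5.48 to 7.33 with each library left out in turn). Hif1a fell by 0.24 in MSCs (FDR 0.00144, edgeR) and by 0.49 in osteocytes (FDR 8.43e-07), with no overlap between libraries. The exact test in edgeR, with a dispersion common to all genes, no longer called the fall in MSCs (FDR 0.0891, against 6.58e-05 to 0.0891 over the alternatives). Vhl rose by 1.19 in MSCs and 1.08 in osteocytes. Angptl4 and AU021092, which Fig. 2h names, rose by 3.29 and 3.03 in MSCs.

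The adipocyte list did not change detectably with FG-4592 in osteocytes (median log2 fold change −0.03 over 28 genes; adjusted p = 0.892, limma's camera), with Fabp4 and Rbp4 called up and Thrsp called down, named after their values were seen.

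Genes higher in vehicle-treated osteocytes than in vehicle-treated MSCs tended to fall with FG-4592 in osteocytes. In a fit without the FG-4592-treated MSC libraries, which calls 1648 such genes (1620 in the fit of all 12 libraries), 61.23% had a negative log2 fold change (median −0.251), with 269 called down and 127 called up. Both comparisons share the osteocyte vehicle libraries, and in 20 simulations with unchanged groups against these libraries the share was 55.51% on average and 58.42% at most. The shared libraries thus account for part of the excess over an even share, and the rest lies above every simulation run. The simulations drew each gene independently, without deviations that many genes of a library share, so that their spread may be too narrow. Whether such deviations account for the rest was not tested. Across genes, which are not independent replicates, the Pearson r of the 2 comparisons was −0.222, against −0.154 to −0.113 in the simulations. Of 959 genes lower in osteocytes in this fit (1003 in the fit of all 12 libraries), 61.84% rose, against 54.73% to 60.66% in the simulations. A partial return of osteocytes toward the expression of MSCs with FG-4592 may account for the remainder, a hypothesis found on the same libraries, and a general response of both cell types to the drug was not set apart from it.

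Processed pseudogenes changed with FG-4592 in osteocytes like the protein-coding gene closest to them in sequence. For 959 pseudogenes with at least 95% identity over at least 100 bases, Spearman's rho between the log2 fold changes was 0.585, and for 166 at lower identity 0.232 (difference 0.352, one-sided permutation p = 1e-04, the smallest that the 10000 permutations can give; across genes, which are not independent replicates). Of 122 pseudogenes called, 100 had a closest gene called in the same direction. This is consistent with reads of the protein-coding gene counted on the copy, so that the 1172 processed pseudogenes tested are not independent results, although pseudogenes that are themselves transcribed were not tested apart.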
